# Lactate exposure shapes the metabolic and transcriptomic profile of CD8+ T cells

**DOI:** 10.3389/fimmu.2023.1101433

**Published:** 2023-02-27

**Authors:** Laura Barbieri, Pedro Veliça, Paulo A. Gameiro, Pedro P. Cunha, Iosifina P. Foskolou, Eric Rullman, David Bargiela, Randall S. Johnson, Helene Rundqvist

**Keywords:** lactate, CD8+ T cells, transcriptome, metabolism, oxygen

## Abstract

**Introduction:**

CD8+ T cells infiltrate virtually every tissue to find and destroy infected or mutated cells. They often traverse varying oxygen levels and nutrient-deprived microenvironments. High glycolytic activity in local tissues can result in significant exposure of cytotoxic T cells to the lactate metabolite. Lactate has been known to act as an immunosuppressor, at least in part due to its association with tissue acidosis.

**Methods:**

To dissect the role of the lactate anion, independently of pH, we performed phenotypical and metabolic assays, high-throughput RNA sequencing, and mass spectrometry, on primary cultures of murine or human CD8+ T cells exposed to high doses of pH-neutral sodium lactate.

**Results:**

The lactate anion is well tolerated by CD8+ T cells in pH neutral conditions. We describe how lactate is taken up by activated CD8+ T cells and can displace glucose as a carbon source. Activation in the presence of sodium lactate significantly alters the CD8+ T cell transcriptome, including the expression key effector differentiation markers such as granzyme B and interferon-gamma.

**Discussion:**

Our studies reveal novel metabolic features of lactate utilization by activated CD8+ T cells, and highlight the importance of lactate in shaping the differentiation and activity of cytotoxic T cells.

## 1 Introduction

Within the adaptive immune system, cytotoxic CD8+ T cells play a central role in controlling viral infections and tumor growth. To accomplish this, T cells are required to rapidly infiltrate various tissues and must therefore be able to adapt to fluctuations in local nutrient levels (1). Upon encountering a cognate antigen, naïve CD8+ T cells undergo a rapid metabolic and transcriptional shift that drives them out of quiescence and into an activated, highly proliferative state (2). This shift is supported by accumulation of transcription factors c-MYC and hypoxia-inducible factor 1 alpha (HIF-1α), leading to increased glucose uptake and utilization *via* the glycolytic pathway (3–5). Enhanced ATP production and increased availability of metabolic intermediates, by-products of the glycolytic flux, allow for rapid expansion and acquisition of an effector phenotype (6).

In addition to the inherent metabolic reprogramming to a glycolytic and anabolic profile, recent scientific advances illustrate that the activation and differentiation of CD8+ T cells are modified by the surrounding metabolic milieu and that the ability to utilize alternative carbon sources can confer a proliferative advantage (7–9).

Lactate is a glycolytic by-product derived from the conversion of pyruvate *via* the lactate dehydrogenase (LDH) enzyme. This allows the regeneration of the NAD+ cofactor, essential for enzyme-catalyzed oxidations (10). Lactate is produced by metabolically active cells and tissues as well as proliferating cells, including activated lymphocytes, and has several functions in the organism, e.g., as energy source, gluconeogenic precursor, and signaling molecule (11–14). A thorough review of lactate sensing and signaling mechanisms can be found here (15). A wide range of mammalian tissues can utilize lactate as a carbon source to fuel their metabolism. In fact, in many cases, lactate is the preferred source of energy (16–18). Inter-cellular exchange of lactate occurs between white and red muscle fibers, skeletal muscle and heart, kidney and liver, as well as between neurons and astrocytes (12, 13), illustrating how lactate can be used in various physiological and pathological circumstances (16, 18–20). Recently, an elegant study from Watson et al. demonstrated the ability of tumor-infiltrating regulatory T cells to adapt their metabolism to utilize lactate, under challenging circumstances (21).

Export of lactic acid is coupled to a proton release which can result in localized acidosis, particularly in poorly vascularized areas and fast-growing tumor masses, or in laboratory *ex vivo* cultures. Healthy tissue microenvironments, however, are efficiently buffered and capable of maintaining a physiologically neutral pH even when large amounts of lactate are produced (22, 23).

There is ample evidence that tumor-derived lactate can affect the functions of different immune cell types including T and NK cells due to intracellular acidification. For instance, lactate-associated acidity, i.e., simultaneous availability of both lactate and H+ in the culture media, has been showed to impair CD8+ T cell motility (24). Interestingly, the authors shown that this effect was specific to CD8+ T cells, as CD4+ T cells were not affected. However, this is one of few studies which carefully distinguished between sodium lactate and lactic acid. Most reports of lactate in the immunological context focus on lactic acid, without considering the distinct role of the lactate anion itself (25–29). Because of the detrimental effects of lactic acid on cell proliferation and, in general, fitness, as a result of these studies lactate has long been regarded as immunosuppressive.

In a recent study, we showed that high intensity exercise increases systemic levels of lactate and alters the metabolism of T cells residing in the spleen and lymph nodes. In addition, daily injections of sodium lactate did not inhibit CD8+ T cell function in mice, they rather enhanced the anti-tumoral properties of CD8+ T cells. Furthermore, *in vitro* exposure to lactate induced the expression of effector markers granzyme B and ICOS in cultured CD8+ T cells (30). In support of this, it was recently shown that lactate - contrary to being immunosuppressive - could support stemness and anti-tumoral function (31) and also rescue CD8+ T-cell cytotoxic function under nutrient deprived conditions (32).

We hypothesize that exposing CD8+ T cells to a pH-neutral environment of high lactate availability during the initial phase of T cell activation will shift cell metabolism towards biosynthesis and enhance the effector profile.

## 2 Materials and methods

### 2.1 Animals

All experiments and protocols were approved by the regional animal ethics committee of Northern Stockholm (dnr N78/15, N101/16). For T cell purification, wild type donor and recipient C57BL/6J (RRID: IMSR_JAX:000664) animals were purchased from Janvier Labs.

### 2.2 Osmolality measurements

Sodium Chloride (Sigma, S5886) and Sodium L-Lactate (Sigma, L7022) solutions were prepared by dissolving each compound into RPMI 1640 (Thermo Fisher, 21875) at a maximum concentration of 500 mM. Solutions were serially diluted, and osmolality measurements were obtained with a micro-osmometer (Löser Messtechnik, D-1000 Berlin 38).

### 2.3 Mouse CD8+ T cell purification, activation and expansion

Spleens were harvested from 8-12 week old C57BL/6J (RRID : IMSR_JAX:000664) mice, mashed over a 40 µm cell strainer (VWR, 10199-654), and CD8+ T cells were purified by positive magnetic bead selection (Miltenyi Biotec, 130-117-044) according to manufacturer’s instructions. Purified CD8+ T cells were counted and cell diameter measured using a Moxi Z mini (Orflo, MXZ001) or a TC20 (Bio-Rad, 145-0101) automated counter. 1x10^6^ (24-well plate) or 5x10^5^ (48-well plate) CD8+ T cells were activated with Dynabeads Mouse T-Activator CD3/CD28 (Thermo Fisher, 11456D) in a 1:1 bead to T cell ratio and cultured in 2 ml (24-well plate) or 1 ml (48-well plate) RPMI 1640 (Thermo Fisher, 21875) supplemented with 10% Fetal Bovine Serum (Thermo Fisher, 10270-106), 50 µM 2-mercaptoethanol (Thermo Fisher, 21985023), 100 U/ml penicillin-streptomycin (Thermo Fisher, 15140122), and 10 U/ml recombinant human IL-2 (Sigma, 11011456001), and incubated at 37˚ C for 3 days in a humidified CO_2_ incubator.

### 2.4 Human CD8+ T cell purification, activation, and expansion

Peripheral blood mononuclear cells (PBMCs) were harvested from standard buffy coat preparations of healthy donors, aged 20 to 40 years old, obtained from the Department of Transfusion Medicine at Karolinska University Hospital and processed no later than 4 hours after collection. PBMCs were isolated by gradient centrifugation using Histopaque-1077 (Sigma, 10771) and enriched for CD8+ T cells by magnetic bead selection, according to manufacturer’s instructions (Miltenyi Biotec, 130-045-201, RRID : AB_2889920). Purified CD8+ T cells were counted and 5x10^5^ (48-well plate) or 1x10^5^ (96-well plate) naïve CD8+ T cells were activated with Dynabeads Human T-Activator CD3/CD28 (Thermo Fisher, 11132D) in a 1:1 bead to T cell ratio and cultured in 1 ml (48-well plate) or 200µl (96-well plate) RPMI 1640 (Thermo Fisher, 21875) supplemented with 10% Fetal Bovine Serum, (Thermo Fisher, 10270-106), 100 U/ml penicillin-streptomycin (Thermo Fisher, 15140122), and 30 U/ml recombinant human IL-2 (Sigma, 11011456001), and incubated at 37˚C for 4 days in a humidified CO_2_ incubator. For long-term expansion after 4 days, Dynabeads were removed using a DynaMag-2 Magnet (Thermo Fisher, 12321D), washed with PBS, counted, and resuspended in fresh media supplemented with 30 U/ml IL-2 and incubated as described above. Media supplemented with cytokines was added every 2-3 days to maintain cell densities below 2x10^6^/ml. Cells were counted again at day 7 and maintained in culture under the above-described conditions until day 14.

### 2.5 CD8+ T cell *ex vivo* activation

Sodium L-Lactate (Sigma, L7022), L-Lactic Acid (Sigma, L1750) and Sodium Chloride (Sigma, S5886) were prepared as 10x concentrated solutions in complete media. Compounds were added to T cells at the point of activation (day 0) minutes before addition of CD3/CD28 Dynabeads. Sodium Chloride and/or plain media was used as control. For long-term expansion, after beads removal cells were cultured in complete media supplemented with cytokines without further addition of compounds.

### 2.6 Cell proliferation analysis

After magnetic bead purification, CD8+ T cells were loaded with 5 µM CellTrace CFSE or CellTrace Violet (CTV) dyes (Thermo Fisher, C34554 and C34557, respectively) according to manufacturer’s instructions. CFSE or CTV dilution was determined by flow cytometry.

### 2.7 Cell phenotyping by flow cytometry

Single-cell suspensions were washed and stained with Fixable Near-IR Dead Cell Stain Kit (Thermo Fisher, L10119) followed by staining of extracellular antigens with fluorochrome labelled antibodies. The Fixation/Permeabilization Solution Kit (BD Biosciences, 554714) was used for exposing cytoplasmic antigens. The Transcription Factor Buffer Set (BD Biosciences, 562574, RRID : AB_2869424) was used for exposing nuclear antigens. Fluorochrome-labelled antibodies against mouse antigens CD44 (clone IM7), CD8 (clone 53- 6.7), CTLA-4 (clone UC10-4F10-11), LAG-3 (clone C9B7W), and PD-1 (clone J43) were purchased from BD Biosciences, CD27 (clone LG.3A10), CD28 (clone 37.51), CD62L (clone MEL-14), and ICOS (clone C398.4A) were purchased from BioLegend, and 4-1BB (clone 17B5), CD127 (clone A7R34), CD25 (clone PC61.5), Eomes (clone Dan11mag), T-bet (clone eBio4B10), and anti-human/mouse Granzyme B (clone GB12) was purchased from Thermo Fisher. Cell counting was performed with CountBright Absolute Counting Beads (Thermo Fisher, C36950). Samples were processed in a FACS Canto II flow cytometer (BD Biosciences). Data analysis was performed with FlowJo (RRID : SCR_008520, version 10.7.2).

### 2.8 Western blotting and real time RT-PCR

Mouse CD8+ T cells were activated *ex vivo* and cells harvested at 0, 6, 12, 24, 48, and 72 hours post-activation. For each time point, total protein was extracted using the NE-PER™ Nuclear and Cytoplasmic Extraction Reagents kit (78833, Thermo Fisher) and the cytoplasmic fraction used for western blots. Total RNA was extracted using the RNeasy Mini Kit (74104, Qiagen). For each sample, 15 µg of total protein were separated in SDS-PAGE, blotted onto a PVDF membrane and probed with antibodies against MCT1 (Santa Cruz Biotechnology Cat# sc-50325, RRID : AB_2083632), MCT4 (Santa Cruz Biotechnology Cat# sc-50329, RRID : AB_2189333), GzmB (Cell Signaling Technology Cat# 4275, RRID : AB_2114432) and PPIB (ABclonal Cat# A7713, RRID : AB_2771764) and detected using infra-red labeled secondary antibodies in an Odyssey imaging system (LICOR). Western blot data were analyzed with the Image Studio Lite software (Image Studio Lite, RRID : SCR_013715). REVERT Total protein stain (926-11010, Li-COR) was used for lane normalization. Two micrograms of total RNA were reverse transcribed using iScript cDNA synthesis kit (BioRad) in a total volume of 20 μl. Real-time RT-PCR was used for mRNA quantification (7500 Fast Real-Time PCR system, Applied Biosystems Inc., Foster City, California, USA). All primers were designed to cover exon-exon boundaries to avoid amplification of genomic DNA. Predesigned qPCR primers used to detect mouse Slc16a1 (forward: 5’-ACTTGCCAATCATAGTCAGAGC-3’, reverse: 5’-CGCAGCTTCTTTCTGTAACAC-3’), Slc16a3 (forward: 5’-GACGCTTGTTGAAGTATCGATTG-3’, reverse: 5’-GCATTATCCAGATCTACCTCACC-3’), granzyme B (GzmB) (forward: 5’-CTGCTAAAGCTGAAGAGTAAG-3’, reverse: 5’-TAGCGTGTTTGAGTATTTGC-3’), and Hprt (forward: 5’-TGACACTGGCAAAACAATGCA-3’, reverse: 5’-GGTCCTTTTCACCAGCAAGCT-3’) were purchased from IdtDNA or Sigma. All reactions were performed in 96-well MicroAmp Optical plates in duplicates. The total reaction volume was 15 µl, containing 5 µl sample cDNA, 0.4 mM of each primer forward and SYBR Green PCR Master Mix (4309155E, Applied Biosystems Ins.). All quantification reactions were controlled with a melting curve and primer efficiency was tested with standard curves, and did not differ between the primer pairs. Gene expression data was normalized to Hprt levels.

### 2.9 RNA sequencing

Mouse CD8+ T cells were activated for 72 hours in the presence of either 40 mM sodium lactate or plain media. At the end of activation cells were washed twice with PBS and cell pellets were snap-frozen in RLT Plus lysis buffer (Qiagen, #1053393). Total RNA was extracted with the Qiagen’s RNeasy kit according to the manufacturer’s instructions. All samples were quality checked with Agilent Tapestation RNA screen tape. To construct libraries suitable for Illumina sequencing, the Illumina TruSeq Stranded mRNA Sample preparation protocol which includes cDNA synthesis, ligation of adapters, and amplification of indexed libraries was used. The yield and quality of the amplified libraries were analyzed using Qubit by Thermo Fisher and the Agilent Tapestation. The indexed cDNA libraries were normalized and combined, and the pools were sequenced on the Nextseq 550 (Illumina NextSeq 550 System, RRID : SCR_016381) for a 50-cycle v2.5 sequencing run, generating 71 bp single-end reads (and 2*10 bp index reads). Demultiplexing was performed using bcl2fastq (bcl2fastq, RRID : SCR_015058, v2.20.0.422), generating fastq files for further downstream mapping and analysis.

### 2.10 RNA sequencing analysis

Bcl files were converted and demultiplexed to fastq using the bcl2fastq v2.20.0.422 program. STAR 2.7.5b (33) was used to map the fastq files to the mouse reference genome (mm10/GRCm38) and to remove PCR duplicates. Uniquely mapped reads were then counted in annotated exons using featureCounts v1.5.1 (34). The gene annotations (Mus_musculus.GRCm38.99.gtf) and reference genome were obtained from Ensembl. The count table from featureCounts was imported into R/Bioconductor and differential gene expression was performed using the EdgeR package (35) and its general linear models pipeline. For the gene expression analysis, genes that had 1 count per million in 3 or more samples were used and normalized using TMM normalization. Genes with an FDR adjusted p value ≤ 0.01 were termed significantly regulated. Principal Component Analysis (PCA) plots were obtained by normalizing gene counts after filtering out lowly expressed genes.

### 2.11 Metabolite extraction

For metabolite analysis, 5x10^6^ cells were harvested and washed 3 times with PBS before adding 800 µL of ice-cold extraction mixture consisting of chloroform:MeOH:H2O (1:3:1), containing 500 pg/µL of 2-Deoxy-D-glucose 6-phosphate and 70 pg/µL of myristic acid-^13^C_3_ were added to each sample. Metabolites were extracted using a mixer mill set to a frequency 30 Hz for 2 min, with 1 tungsten carbide bead added to each tube. Obtained extracts were centrifuged at 14000 rpm for 10 min. The collected supernatants were divided for GC-MS and Sugar-P analysis. 300 µL of the supernatant was transferred into GC and LC-vial respectively, the supernatants were evaporated until dryness using a SpeedVac.

### 2.12 Sugar phosphate analysis

For derivatization, dried samples were dissolved in 20 µl of methoxylamine and incubated on a heat block at 60°C, 30 min. After overnight incubation at room temperature, 12µl of 1- Methylimidazol and 6 µl of propionic acid anhydride were added and heated at 37°C for 30 minutes. The reaction mixture was then evaporated to dryness by N2 gas. Prior to LC-MS analysis, derivatized metabolites were dissolved in 100µl of aqueous 0.1% formic acid. Quantitative analysis was performed by combined ultra-high-performance liquid chromatography electrospray ionization-triple quadrupole-tandem mass spectrometry (UHPLC-ESI-QqQMS/MS) in dynamic multiple-reaction-monitoring (MRM) mode. An Agilent 6495 UHPLC chromatograph equipped with a Waters Acquity BEH 1.7 µm, 2.1 x 100 mm column (Waters Corporation, Milford, USA) coupled to a QqQ-MS/MS (Agilent Technologies, Atlanta, GA, USA) was used. The washing solution, for the autosampler syringe and injection needle, was 90% MeOH with 1% HCOOH. The mobile phase consisted of A, 2% HCOOH and B, MeOH with 2% HCOOH. The gradient was 0% B for 1 min followed by linear gradients from 0.1 to 30% from 1 to 3 min then 30 to 40% B from 3 to 6 min, hold at 40% B from 6 to 10 min, followed by 40 to 70% B from 10 to 12.5 min, hold at 70% B from 12.5 to 15 min, and thereafter 70 to 99% B from 15 to 17.5 min. B was held at 99% for 0.5 min, and thereafter the column was re-equilibrated to 0% B. The flow rate was 0.65 mL min-1 during equilibration and 0.5 mL min-1 during the chromatographic runs. The column was heated to 40°C, and injection volumes were 1 μL. The mass spectrometer was operated in negative ESI mode with gas temperature 230°C; gas flow 12 L min-1; nebulizer pressure 20 psi; sheath gas temperature 400°C; sheath gas flow 12 L min-1; capillary voltage 4000 V (neg); nozzle voltage 500 V; iFunnel high pressure RF 150 V; iFunnel low pressure RF 60 V. Fragmentor voltage 380 V and cell acceleration voltage 5 V. Data were processed using MassHunter Qualitative Analysis and Quantitative Analysis (QqQ; Agilent MassHunter WorkStation - Qualitative Analysis for GC/MS, RRID : SCR_016657) and Excel (Microsoft, Redmond, Washington, USA) software.

### 2.13 GC-MS analysis

The GC-MS samples were spiked with 1050 pg of each GC-MS internal standard before evaporation. Derivatization was performed according to Gullberg et al. (36). In detail, 10µL of methoxyamine (15 µg/µL in pyridine) was added to the dry sample that was shaken vigorously for 10 minutes before being left to react at room temperature. After 16 hours 10 µL of MSTFA was added, the sample was shaken and left to react for 1 hour at room temperature. 10 µL of methyl stearate (1050 pg/µL in heptane) was added before analysis. One µL of the derivatized sample was injected by an Agilent 7693 autosampler, in splitless mode into an Agilent 7890A gas chromatograph equipped with a multimode inlet (MMI) and 10 m x 0.18 mm fused silica capillary column with a chemically bonded 0.18 μm DB 5-MS UI stationary phase (J&W Scientific). The injector temperature was 260°C. The carrier gas flow rate through the column was 1 ml min-1, the column temperature was held at 70°C for 2 minutes, then increased by 40°C min-1 to 320°C and held there for 2 min. The column effluent 16 is introduced into the electron impact (EI) ion source of an Agilent 7000C QQQ mass spectrometer. The thermal AUX 2 (transfer line) and the ion source temperatures were 250°C and 230°C, respectively. Ions were generated by a 70 eV electron beam at an emission current of 35 µA and analyzed in dMRM-mode. The solvent delay was set to 2 minutes. Data were processed using MassHunter Qualitative Analysis and Quantitative Analysis (QqQ; Agilent Technologies, Atlanta, GA, USA) and Excel (Microsoft, Redmond, Washington, USA) software.

### 2.14 Isotopic labelling, metabolite extraction and GC-MS analysis

Mouse CD8+ T cells were activated with CD3/CD28 beads and 10 U/ml IL-2 in glucose-free RPMI supplemented with 2 mM glutamine, 10% FBS, 100 U/ml penicillin/streptomycin and 2-mercaptoethanol, and either i) 11 mM [U^13^C_6_] glucose, ii) 11mM [U^13^C_6_] glucose and 40 mM lactate, or iii) 11 mM glucose and 40 mM [U^13^C_3_] sodium lactate, and isotopic labelling was performed for 24, 48 and 72 hours. Sodium chloride (40 mM) was added to i) to control for osmolality. Cells harvested at each time point were washed with PBS, and metabolic activity quenched by freezing samples in dry ice and ethanol, and stored at -80°C. Metabolites were extracted by addition of 600 μl ice-cold 1:1 (vol/vol) methanol/water (containing 1 nmol scyllo-Inositol as internal standard) to the cell pellets, samples were transferred to a chilled microcentrifuge tube containing 300 μl chloroform and 600 μl methanol (1500 μl total, in 3:1:1 vol/vol methanol/water/chloroform). Samples were sonicated in a water bath for 8 min at 4°C, and centrifuged (13000 rpm) for 10 min at 4°C. The supernatant containing the extract was transferred to a new tube for evaporation in a speed-vacuum centrifuge, resuspended in 3:3:1 (vol/vol/vol) methanol/water/chloroform (350 μl total) to phase separate polar metabolites (upper aqueous phase) from apolar metabolites (lower organic phase), and centrifuged. The aqueous phase was transferred to a new tube for evaporation in a speed-vacuum centrifuge, washed with 60 μl methanol, dried again, and derivatized by methoximation (20 μl of 20 mg/ml methoxyamine in pyridine, RT overnight) and trimethylsilylation (20 μl of N,O-bis(trimetylsilyl)trifluoroacetamide + 1% trimethylchlorosilane) (Sigma, 33148) for ≥ 1 h. GC-MS analysis was performed using an Agilent 7890B-5977A system equipped with a 30 m + 10 m × 0.25 mm DB-5MS + DG column (Agilent J&W) connected to an MS operating in electron-impact ionization (EI) mode. One microliter was injected in splitless mode at 270°C, with a helium carrier gas. The GC oven temperature was held at 70°C for 2 min and subsequently increased to 295°C at 12.5°C/min, then to 320°C at 25°C/min (held for 3 min). MassHunter Workstation (B.06.00 SP01, Agilent Technologies) was used for metabolite identification by comparison of retention times, mass spectra and responses of known amounts of authentic standards. Metabolite abundance and mass isotopologue distributions (MID) with correction of natural 13C abundance were determined by integrating the appropriate ion fragments using the GC–MS Assignment Validator and Integrator (GAVIN) (37).

### 2.15 Quantification of interferon-gamma secretion

Soluble Interferon-gamma (IFN-γ) was quantified in culture media 3 days after CD8+ T cell activation using the Mouse IFN-gamma Quantikine ELISA Kit (RnD Systems, MIF00).

### 2.16 Oxygen consumption rate and extracellular acidification rate measurements

CD8+ T cells activated for 3 days were washed and oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) in a Seahorse Extracellular Flux Analyzer XF96 (Agilent). 3x10^5^ CD8+ T cells were plated onto poly-D-lysine coated wells and assayed in XF RPMI medium (Agilent) pH 7.4 supplemented with 10 mM glucose and 2 mM glutamine. A minimum of 4 technical replicates per biological replicate was used. During the assay, wells were sequentially injected with 1 µM oligomycin (Sigma), 1.5 µM FCCP (Sigma) and 100 nM rotenone (Sigma) + 1 µM antimycin A (Sigma).

### 2.17 Glycolytic stress test of CD8+ T cells 12 hours after activation

Purified CD8+ T cells were activated for 12 hours, then 3x10^5^ CD8+ T cells were plated onto poly-D-lysine coated wells in order to form a homogeneous monolayer. Cells were assayed in XF RPMI medium (Agilent) pH 7.4 supplemented with 2 mM glutamine. A minimum of 4 technical replicates per each biological replicate was used. Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) were determined through a Seahorse Extracellular Flux Analyzer XF96 (Agilent). During the assay, wells were sequentially injected with 40 mM NaCl/NaLac with or without the MCT1-selective inhibitor AZD3965 (Cayman Chemical, 19912) or the LDH inhibitor GSK2837808A (Bio-Techne, 5189), or plain media alone, followed by 10 mM glucose (Sigma), 1 µM oligomycin and 50 mM 2-deoxyglucose (2-DG; Sigma D6134).

### 2.18 Transcription factor analysis

Analysis of transcription factor regulators was carried out on transcripts abundantly expressed (1^st^ quartile) and up-regulated with lactate exposure (n = 685) queried against positional weight matrixes of human and rodent transcription factors from Transfac and JASPER. 

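Among the genes tested in the RNA-seq data, the 3442 genes in the highest 25% by mean CPM over the 8 activated samples had a mean of at least 73.6 CPM. Of these abundant genes, 715 were higher with sodium lactate than in media at an adjusted p of at most 0.01, from the quasi-likelihood test of edgeR, and 494 were lower. The increase was at least 2-fold for 111 of them. With the donor of the cells as a block in the model, 685 abundant genes were higher. Across 29 alternative settings the count ran from 493, without lactate replicate 3, to 976, at an adjusted p of at most 0.05. When the highest 25% was taken over all 12 samples, naïve cells included, the count was 626. The motif matrices and the enrichment and affinity scores were not analysed here.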

EnrichR (38), combined with single-cell sequencing data from human T-cells (39) were used. Transcription factors detected at the transcriptional levels in human T cells and in the present experiment with a motif-enrichment FDR of <5% were deemed as transcriptional regulators.

### 2.19 Statistics

Statistical analyses were performed with Prism 9 version 9.2.0 (GraphPad). Statistical tests and number of replicates are stated in figure legends.

### 2.20 Study approval

All animal experiments were approved by the regional animal ethics Committee of Northern Stockholm, Sweden (dnr N78/15 and N101/16). The Stockholm Regional Ethical Review Board does not require an ethical permission for the use of non-identified healthy donor blood samples.

## 3 Results

### 3.1 Exposure to sodium lactate during activation is well tolerated by CD8+ T cells and alters the expression of effector molecules towards a more cytotoxic profile

In metabolically perturbed tissues, glycolysis will lead to protonated lactate, i.e., lactic acid, being released into the extracellular environment. The subsequent dissociation of the lactate anion from the proton leads to a localized decrease in pH (**Figure 1A**). In the physiological setting, a reduction in pH is counteracted by ample buffering systems, such as the bicarbonate buffer (22). In order to test the effect of lactate on CD8+ T cell activation and differentiation, independently of pH reduction, we activated purified mouse CD8+ T cells *ex vivo* for 3 days in the presence of increasing doses of either lactic acid, or its pH-neutral salt sodium lactate, or sodium chloride as a control for osmolality (**Figure 1B** and **Supplementary Figure 1A**). This allowed us to distinguish between the effects of the lactate anion itself and the lactate anion in conjunction with acidification. Addition of lactic acid to culture media caused a sharp decrease in pH, while equimolar doses of sodium lactate or sodium chloride did not alter media pH (**Supplementary Figure 1B**). As reported previously (40), pH-lowering lactic acid has deleterious effects on CD8+ T cell activation, resulting in significantly reduced proliferation and cell numbers (**Figures 1C, D**). In contrast, exposure to increasing doses of pH-neutral sodium lactate, for 72 hours during TCR triggering, did not impair cell expansion and had only a minimal effect on cell proliferation (**Figures 1C–E** and **Supplementary Figure 1C**). A decrease in proliferation was observed at NaCl and sodium lactate concentrations above 50 mM, likely due to increased osmolality (**Figures 1C, D**). Based on this, we selected 40 mM as the highest tolerated dose of sodium lactate that could induce a significant effect without irreversibly impairing cell fitness (**Figure 1E**). Interestingly, human CD8+ T cells activated in the presence of increasing doses of sodium lactate or sodium chloride showed a higher sensitivity to the rise in osmolality, but overall, a similar response to the one of murine cells (**Supplementary Figure 1D**). Exposure to 40 mM sodium lactate during activation was well tolerated by human CD8+ T cells, with no significant impact over prolonged *in vitro* culture (**Supplementary Figure 1E**).

**Figure 1:**
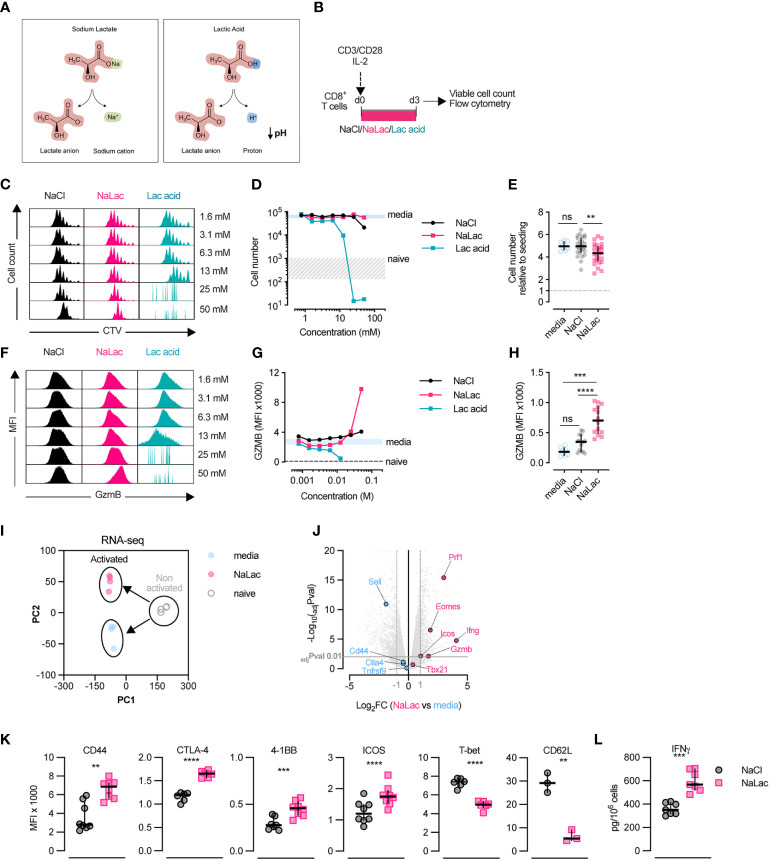
Sodium lactate, but not lactic acid, is well tolerated by CD8+ T cells. **(A)** Diagram representing the dissociation of sodium lactate (NaLac, left) and lactic acid (Lac acid, right) in aqueous solution. **(B)** Experimental design. Mouse CD8+ T cells were activated for 72 hours in the presence of varying concentrations of sodium chloride (NaCl), sodium lactate (NaLac), or lactic acid (Lac acid). After activation, culture media was removed, cells were washed, counted, and analyzed by flow cytometry. **(C)** Flow cytometry histograms from experiment in panel **(B)**, showing cellular division profile by means of CellTrace Violet (CTV) dilution. **(D)** Effect of increasing concentrations of NaCl, NaLac, and lactic acid on CD8+ T cell number, 72 hours after activation. Grey area: range of cell number for naive (non-activated) cells; Solid blue line: average of non-treated (culture media) CD8+ T cells. N = 1 composed of two mouse spleens pooled together. **(E)** Number of mouse CD8+ T cells, 72 hours after activation in the presence of 40 mM NaCl, or NaLac, or plain culture media. Data are the median and interquartile range of n = 26 biological replicates. Cell number is presented relative to the number of cells seeded (dotted line). **P<0.001 Dunnett’s multiple comparisons test. **(F)** Flow cytometry histograms showing the median fluorescence intensity (MFI) of Intracellular granzyme B (GZMB) at each cell division of mouse CD8+ T cells activated as in **(B)**, determined by CTV peaks. **(G)** Median fluorescence intensity (MFI) of GZMB levels at increasing doses of the different treatments at each cell division. Solid light blue line: range (minimum to maximum) of media-treated, activated CD8+ T cells (control); dotted line: average of non-activated CD8+ T cells (naïve). **(H)** Median fluorescence intensity (MFI) of GZMB measured by flow cytometry, at day 3 after activation with 40 mM NaCl, 40 mM of NaLac, or plain media for 72 hours (same experiment as in **(E)**). Data are the median and interquartile range of n = 17 biological replicates. ****P<0.0001 Dunnett’s multiple comparisons test. ns, non-significant **(I)** Principal Component Analysis (PCA) plot of RNA-seq data from mouse CD8+ T activated with either 40 mM sodium lactate (NaLac, pink), or media control (light blue), or non-activated (naïve, grey). Each dot represents a sample, while each color represents a treatment. RNA was purified from 4 independent mouse donors per condition. **(J)** Volcano plot of the RNA-seq data, showing genes associated with T cell differentiation and function that are differentially expressed in NaLac- versus media-treated, activated CD8+ T cells. Significantly up- or down-regulated genes (Log2 fold change ≥ 1 or ≤ -1) are highlighted in pink or light blue, respectively. P values are calculated from Student’s t-test and adjusted by false discovery rate (FDR). Significance is set at adjusted p value (adjPval) ≤ 0.01. Grey horizontal line indicates adjPval = 0.01. Dashed vertical lines indicate the threshold of differentially expressed transcripts (Log2 fold change ≥ 1 and ≤ -1). **(K)** Median fluorescence intensity (MFI) of CD44, CTLA-4, 4-1BB, ICOS, T-bet and CD62L analyzed by flow cytometry, in mouse CD8+ T cells activated for 72h in the presence of 40 mM NaCl or 40 mM NaLac. Each pair represents an independent mouse donor (n = 3-9). **P<0.01, ***P<0.001, ****p<0.0001 two-tailed paired t-test. **(L)** Levels of interferon-γ (IFN-γ) secreted by mouse CD8+ T cells activated as in **(K)**.

In line with our findings from a previous publication (30), addition of sodium lactate during activation elicited a dose-dependent increase in Granzyme B (GZMB) expression, beginning at 10 mM and peaking at 40-50 mM (**Figures 1F–H** and **Supplementary Figures 1F, G**). Granzyme B is one of the most highly expressed effector proteins in activated mouse CD8+ T cells (41) and essential to granule-mediated apoptosis of target cells (42), suggesting that lactate can alter the effector profile of CD8+ T cells.

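The RNA-seq data comprised 12 libraries in 3 groups of 4: naïve CD8+ T cells, and cells activated for 72 h with anti-CD3/CD28 beads and IL-2 either in plain media or in media with 40 mM sodium lactate. The control of the transcriptome was thus plain media and not equimolar sodium chloride, so sodium and osmolarity differed between the 2 activated groups along with lactate. The authors aligned the reads to the mouse genome with STAR, removed PCR duplicates and counted uniquely mapped reads in annotated exons with featureCounts. Whether the counting used the strand of the reads is not stated, so counts of genes that overlap another gene are uncertain. The paper gives 4 replicates per condition, and the record of the data gives 5 donors of activated cells. By the sample labels, 3 donors gave a library of each activated condition, and 2 donors gave 1 activated library each. Replicate numbers here are those of the sample titles, which do not all follow the donors. The libraries also carry running numbers that fall into a low and a high series, called library runs here. The low run held 5 activated libraries (3 media, 2 lactate), and the high run held 3 (1 media, 2 lactate) and 1 naïve library, so a difference within the high run rests on 1 media library.

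Total counts per library ranged from 16439750 to 18601223 in naïve cells (median 17680271.5), from 15842423 to 20922872 in media (median 18074229) and from 14726904 to 21478137 with lactate (median 19255385.5). Of the 13780 genes listed, 13767 had at least 1 CPM in 3 or more libraries and were tested. Counts were scaled by the trimmed mean of M-values (TMM), and 1 model with a term per group was fitted to all 12 libraries with edgeR's quasi-likelihood method. P-values were two-sided and adjusted by the Benjamini-Hochberg method over all tested genes, and a gene was called changed at an adjusted p of at most 0.01. The common dispersion was 0.0553, a biological coefficient of variation of 23.5%. With 4 against 4 samples there are 70 arrangements of the labels, and the smallest two-sided p of an exact permutation test is 0.029. For lactate against media this test ignores that 3 donors gave a library of each activated condition. Besides the real split, only 7 splits of the libraries part these pairs, so a test that kept the pairs could not reach so small a p.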

Aiming to expand our understanding of the role of lactate during T cell activation, we compared the transcriptome of CD8+ T cells prior activation (naïve) and 72 hours after activation in the presence of media or 40 mM sodium lactate. 

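A principal component analysis of log2 CPM over all tested genes placed naïve and activated cells apart on the first component, which held 80.6% of the variance. The second component held 8.44% and separated the lactate from the media samples, whose means lay 5.90 pooled SD apart (exact permutation test, two-sided p = 0.0286, n = 4 per group). Within each library run, every lactate sample lay above every media sample on that component. Among the 8 activated samples alone, the first component (63.7% of the variance) separated media from lactate, and the second (14.7%) separated the library runs. Over 21 alternative settings the separation by lactate ran from 3.25 pooled SD, with the 500 most variable genes, to 9.14 without media replicate 2.

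Activation in media changed 7915 of the 13767 tested genes relative to naïve cells (57.5%), 3922 higher and 3993 lower. Activation with lactate changed 8944 genes (65.0%), 4545 higher and 4399 lower. Lactate against media changed 3451 genes (25.1%), 1917 higher and 1534 lower. With single libraries left out, this last count ran from 2260 (without media replicate 2) to 4830 (without naïve replicate 4), and a threshold of 0.05 on the adjusted p gave 5461.

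**Figure D1:**
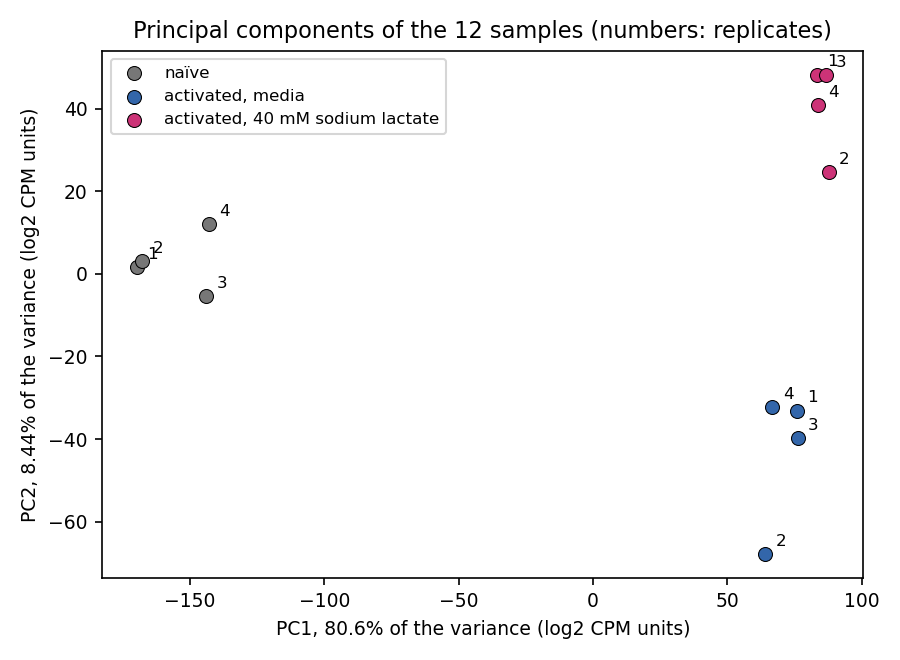
Principal components of the RNA-seq samples. Each point is 1 of the 12 samples, the number beside it is its replicate, and the color gives the group. The horizontal axis is the first component and the vertical axis the second, both in log2 CPM units. Naïve samples lie at the left, from -169.7 to -143.1 on the first component, and activated samples at the right, from 64.1 to 87.8. On the second component the lactate samples lie between 24.6 and 48.2 and the media samples between -67.8 and -32.3.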

TCR triggering caused a drastic reprogramming of the cellular transcriptome, which was further altered by the presence of lactate (**Figure 1I** and **Supplementary Figures 1H, I**). Specifically, lactate had a substantial effect on the expression of genes involved in CD8+ T cell differentiation and cytotoxic activity, including Granzyme B (Gzmb), interferon-gamma (IFN-γ) (Ifng), perforin 1 (Prf1) and ICOS (Icos) (**Figure 1J**). 

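Prf1 (ENSMUSG00000037202; chromosome 10, 61297833 to 61304680 in GRCm38) had 37.2 ± 13.1 CPM (mean ± SD, n = 4) in media and 295 ± 126 CPM (n = 4) with lactate. Its log2 fold change was 2.99 (standard error 0.33, adjusted p = 8.01e-05 from edgeR) and stayed between 2.75 and 3.27 when each library was left out in turn. Ifng (ENSMUSG00000055170; chromosome 10, 118441046 to 118445892) rose from 6.15 ± 5.83 to 104 ± 81.4 CPM (n = 4 each), a log2 fold change of 4.09 (standard error 0.84, adjusted p = 0.00239 from edgeR). The log2 difference of Ifng was 4.98 in the low library run and 2.26 in the high run, and whether the runs differ was not tested. Of the exons of Ifng, 25.9% overlap Gm49751 on the same strand, so part of its counts is uncertain.

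Gzmb (ENSMUSG00000015437; chromosome 14, 56258838 to 56262260) rose from 1445 ± 246 to 4672 ± 720 CPM (n = 4 each). Every lactate sample was above every media sample (exact permutation test, two-sided p = 0.0286), but the log2 fold change of 1.69 (standard error 0.55) had an adjusted p of 0.0261 from edgeR and missed the threshold of 0.01. Icos (ENSMUSG00000026009; chromosome 1, 60977927 to 61000320) did likewise: it rose from 153 ± 51.3 to 313 ± 76.8 CPM without overlap, with a log2 fold change of 1.03 (standard error 0.33, adjusted p = 0.0249). The log2 difference of Icos was 0.95 in the low run and 0.72 in the high run, and that of Gzmb 1.59 and 1.9. Both genes passed the threshold with the donor as a block, with an adjusted p of 0.000168 for Gzmb and 0.000309 for Icos. They also passed when naïve replicate 4 was left out (0.00324 for Gzmb and 0.00206 for Icos), and Gzmb when naïve replicate 3 was left out (0.00151). With only the 2 compared groups in the fit, both genes passed as well (adjusted p from edgeR of 7.61e-05 for Gzmb and 0.003 for Icos). The misses in this test thus depend on the naïve libraries that share the fit. Over 27 alternatives the adjusted p ran from 1.45e-05 to 0.0751 for Gzmb and from 3.1e-05 to 0.0751 for Icos.

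Among the genes shown in Fig. 1J, Prf1, Ifng and Eomes were higher at an adjusted p of at most 0.01. Eomes rose from 4.99 ± 1.31 to 18.0 ± 9.06 CPM (n = 4 each; log2 fold change 1.86, adjusted p = 0.000783 from edgeR). Cd44 had a log2 fold change of -0.45 (adjusted p = 0.0917), Ctla4 of -0.43 (0.15), Tbx21 of 0.38 (0.213) and Tnfrsf9 of -0.15 (0.737). With the donor as a block, Cd44 (-0.50, adjusted p = 0.00227) and Ctla4 (-0.42, 0.00803) passed the threshold, and so did Cd44 without naïve replicate 3 (0.00202). Cd44 also passed with only the 2 compared groups in the fit (-0.437, adjusted p = 0.00135 from edgeR). Tnfrsf9 passed only with a correction for GC content and gene length and the donor block (-0.346, adjusted p = 0.00461 from edgeR). That setting was chosen after the data had been seen. Over the alternatives the adjusted p ran from 0.00135 to 0.239 for Cd44, from 0.00142 to 0.329 for Ctla4 and from 0.00461 to 0.862 for Tnfrsf9.

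**Figure D2:**
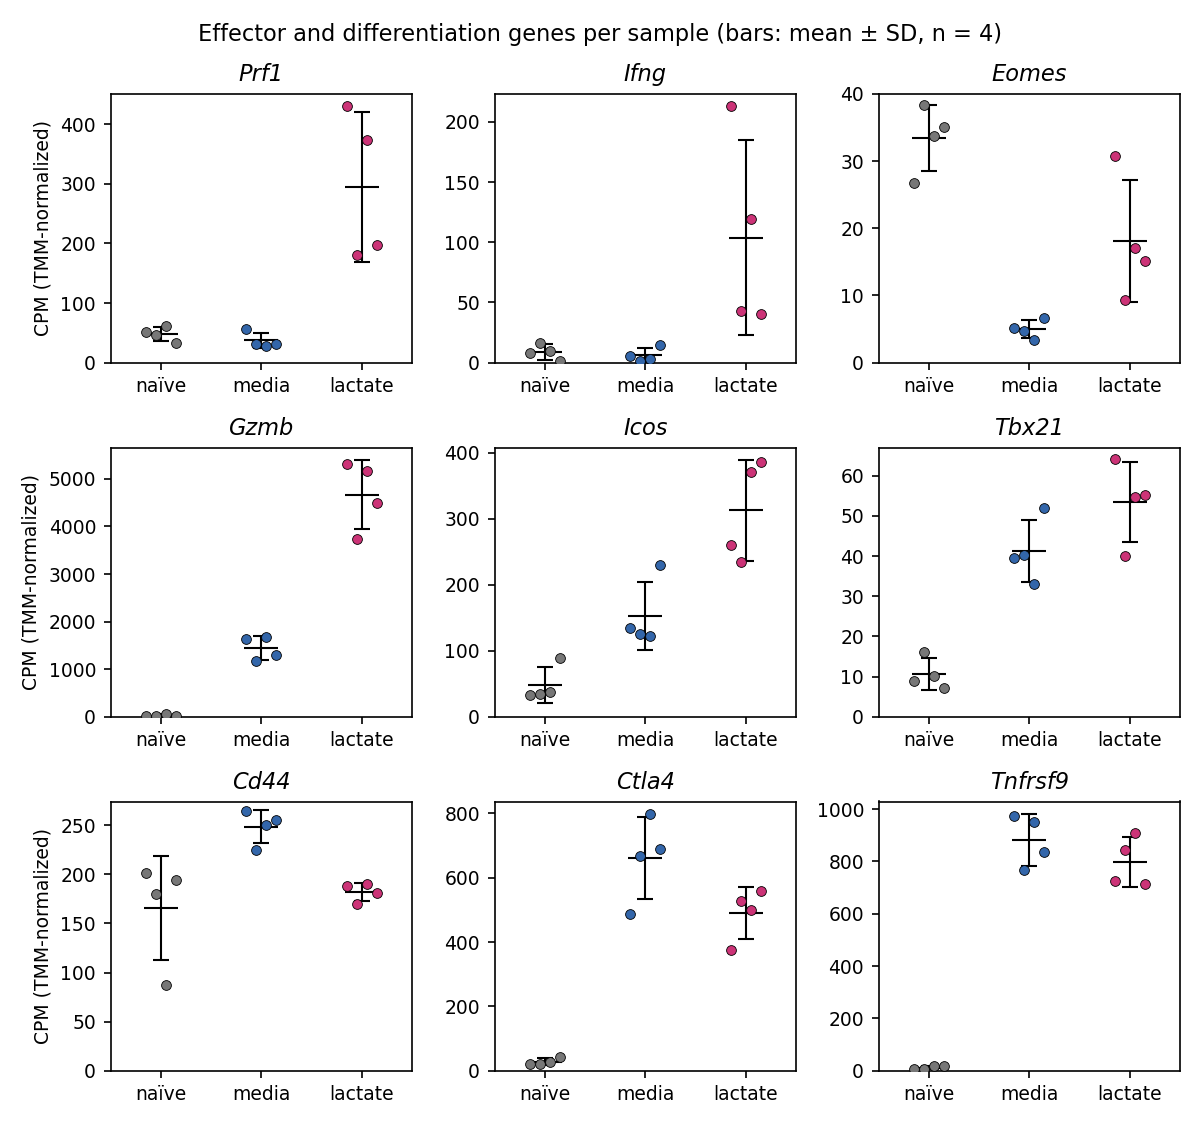
Effector and differentiation genes per sample. Each panel is 1 gene of Fig. 1J, each point is 1 sample, and the bars give the mean and SD of 4 samples. The vertical axis is CPM after TMM scaling, and the horizontal axis gives naïve cells, media and lactate. Prf1, Ifng, Gzmb, Icos and Eomes are higher in all lactate samples than in all media samples, and Cd44 is lower, while Ctla4, Tnfrsf9 and Tbx21 overlap.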

By means of flow cytometry, we could confirm that lactate also altered protein levels of a range of factors involved in CD8+ T cell differentiation, increasing the levels of CD44, CTLA-4, 4-1BB, and ICOS, and lowering the levels of the transcription factor T-bet and the lymph node homing molecule CD62L (**Figure 1K** and **Supplementary Figure 1I**). In addition, CD8+ T cells activated with 40 mM sodium lactate showed increased secretion of IFN-γ, a key mediator of cytotoxicity (**Figure 1L**).

### 3.2 Exogenous lactate acutely suppresses glycolysis and promotes oxidative metabolism in activated CD8+ T cells

In addition to altering the expression of effector molecules, further analysis of the transcriptome revealed that exposure to sodium lactate during the activation window induced a concerted upregulation of genes involved in the TCA cycle (**Figure 2A** and **Supplementary Figure 2A**). In contrast, expression of genes involved in glycolysis was not uniformly affected by lactate compared to media alone (**Figure 2B** and **Supplementary Figure 2A**).

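The 17 TCA cycle genes of Fig. 2A had a median log2 fold change of 0.40 between lactate and media, with 16 genes higher and Idh1 lower (-0.27, standard error 0.31, adjusted p = 0.522). This direction held under each scaling tried. At an adjusted p of at most 0.01 from edgeR, 10 of the genes were higher, none by 2-fold or more, and 10 were also called when adjusted over the list alone. As the study chose these genes on the same samples, neither these counts nor the list tests below are independent evidence. The lactate and media samples did not overlap for 13 genes, against 2.86% of genes by chance and 44.7% of all tested genes in these data. A competitive test of the list against all other genes (camera, with a preset correlation of 0.01 between genes) gave p = 2.31e-05, and 4.62e-05 after adjustment for the 2 lists of the study. The self-contained test fry of limma gave an adjusted p of 6.81e-05. With the correlation estimated from the data (0.284), camera gave p = 0.0846, above the threshold of 0.05. The median was 0.35 in the low library run and 0.46 in the high run. The alternative that lowered it most was the donor block (0.33).

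The largest increases were those of Idh3a (ENSMUSG00000032279; chromosome 9, 54586334 to 54604661), from 85.1 ± 9.80 to 162.5 ± 19.1 CPM (mean ± SD, n = 4 each; log2 fold change 0.93, standard error 0.11, adjusted p = 9.83e-05 from edgeR), and of Suclg1 (ENSMUSG00000052738; chromosome 6, 73248382 to 73276911), from 76.0 ± 9.24 to 135 ± 1.77 CPM (0.83, standard error 0.10, adjusted p = 0.000127). Further genes called higher were Mdh2 (0.57), Fh1 (0.57), Suclg2 (0.57), Sdhb (0.53), Aco1 (0.43), Cs (0.40) and Sucla2 (0.40). With the donor block, Sucla2 (adjusted p = 0.0117, from 3.11e-05 to 0.0117 over 27 alternatives), Aco1 (0.0217, from 0.00395 to 0.0365) and Cs (0.0286, from 0.000612 to 0.0286) missed the threshold. Suclg2 missed it without media replicate 1, 2 or 4 or lactate replicate 1, 3 or 4 (adjusted p from 0.0142 to 0.0208). Cs missed it without media replicate 2 or 4 or lactate replicate 1, 3 or 4 (0.0118 to 0.0235). Aco1 missed it without naïve replicate 2 or 3, any media replicate, or lactate replicate 1, 3 or 4 (0.0111 to 0.0365), and also with DESeq2's size factors (0.0148), upper quartile scaling (0.0133), total counts (0.016), the run term (0.0139), thinned counts (0.011) and the correction for GC content and length with the donor block (0.0128).

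The paper first compares naïve and activated cells, then reports that lactate alters effector genes, and then turns to metabolism. From the rise of the genes named in Fig. 2A it concludes that lactate during activation raises the TCA cycle genes together.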

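Of the 18 glycolysis genes of Fig. 2B, 9 were higher and 9 lower with lactate, with a median log2 fold change of 0.0092. The sign of this median turns with the scaling: it was -0.024 with DESeq2's size factors, -0.014 with upper quartile scaling and -0.032 with total counts alone. It also turned without media replicate 4 (-0.013) or without lactate replicate 2 (-0.024), 3 (-0.0010) or 4 (-0.0076). Pgam1 also changes sign between scalings. Camera against all other genes gave p = 0.453, fry gave 0.315, and an estimated correlation between genes gave 0.718. The median was -0.068 in the low library run and 0.13 in the high run. For 9 genes, 4 higher and 5 lower, the samples did not overlap, a share near the 44.7% of all tested genes, where chance gives 2.86%. At an adjusted p of at most 0.01, 1 gene was higher and 3 were lower, with the same count of 4 when adjusted over the list alone. Neither these counts nor the list tests are independent evidence, as the study picked the genes on these samples.

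Aldoc (ENSMUSG00000017390; chromosome 11, 78322968 to 78327781) dropped from 353 ± 48.9 to 87.3 ± 32.8 CPM (mean ± SD, n = 4 each), a log2 fold change of -2.02 (standard error 0.31, adjusted p = 0.000368 from edgeR) that stayed between -2.25 and -1.81 when single libraries were left out. Gpi1 (ENSMUSG00000036427) went from 1946 ± 74.1 to 1264 ± 175 CPM (log2 fold change -0.62, standard error 0.10, adjusted p = 0.000663), and 11.5% of its exons overlap Gm26762 on the opposite strand. Ldha (ENSMUSG00000063229; chromosome 7, 46841475 to 46855627) rose from 2671 ± 188 to 3659 ± 266 CPM (log2 fold change 0.45, standard error 0.11, adjusted p = 0.00468). Ldha missed the threshold without media replicate 2, 3 or 4 or lactate replicate 3 or 4 (adjusted p from 0.0106 to 0.0210), with upper quartile scaling (0.011) and with the correction for GC content and length (0.0117), and its adjusted p ran from 0.000385 to 0.0210 over 27 alternatives. Aldoa (ENSMUSG00000030695) dropped from 4444 ± 127 to 3383 ± 469 CPM (log2 fold change -0.39, standard error 0.10, adjusted p = 0.00862). It missed the threshold with upper quartile scaling (0.0118), the 2 groups alone (0.0138), the title block (0.0114) and the donor block (0.0198), and without naïve replicate 1 or 2, any media replicate, or lactate replicate 1, 3 or 4 (0.0109 to 0.0224), with a range over all alternatives from 0.000139 to 0.0224. A further gene with the symbol Aldoa (ENSMUSG00000114515) had 2.99 CPM in media and 1.97 CPM with lactate (log2 fold change -0.60, adjusted p = 0.133).

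The genes that passed the threshold only in some settings went in both directions too. With the donor block, Slc2a3 (log2 fold change -0.71, adjusted p = 0.00200, from 0.000652 to 0.0380 over the alternatives) and Pdk1 (-0.60, 0.00213, from 0.00157 to 0.0784) were called lower and Slc16a1 (0.44, 0.00432, from 0.000805 to 0.0814) higher. Without naïve replicate 4, Slc2a3 (0.000652), Pdk1 (0.00175), Slc16a1 (0.00950), Hk1 (0.00171) and Eno1 (0.00426) were called. Leaving out naïve replicate 3 called Hk1 (0.00665), leaving out naïve replicate 2 called Slc16a1 (0.00650), and leaving out media replicate 4 called Pfkp (0.00746). Over the alternatives the adjusted p ran from 0.000618 to 0.0434 for Hk1, from 0.00356 to 0.237 for Eno1 and from 0.00198 to 0.300 for Pfkp.

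**Figure D3:**
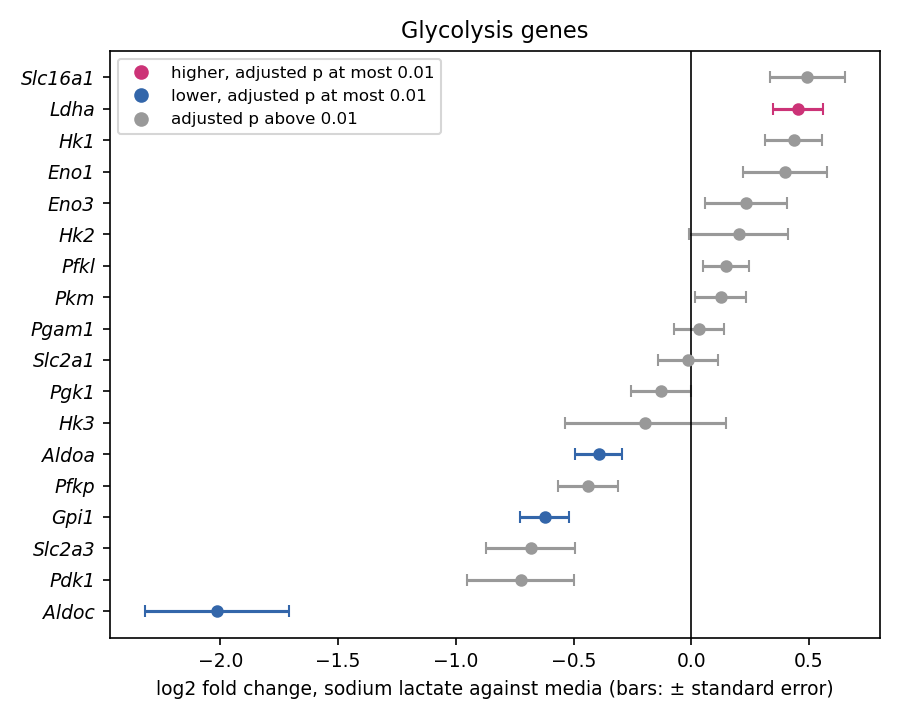
Glycolysis genes with lactate against media. Each point is 1 gene and the horizontal axis is its log2 fold change, with bars of ± 1 standard error. Pink marks the gene higher (Ldha) and blue the genes lower (Aldoc, Gpi1 and Aldoa) at an adjusted p of at most 0.01, and gray marks the others. Points lie on both sides of 0. The signs of Pgam1, Slc2a1 and Hk3, which lie near it, turn in some settings.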

**Figure 2:**
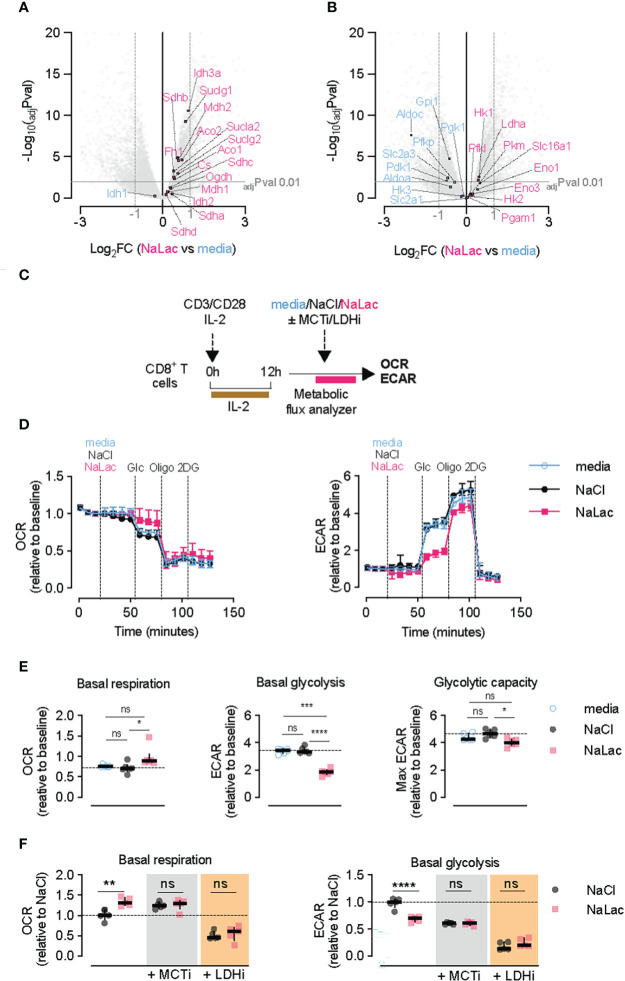
Lactate modulates CD8+ T cell metabolism. **(A, B)** Volcano plot generated from the RNA-seq data, representing differentially expressed TCA cycle **(A)** or glycolytic **(B)** genes in NaLac- relative to media-treated CD8+ T cells, 72 hours after activation. Significantly up- or down-regulated genes are highlighted respectively in pink or light blue. P values were calculated using Student’s t-test and adjusted by false discovery rate (FDR). Significance was set at adjusted p value (adjPval) ≤ 0.01, as indicated by the grey horizontal line. Dashed vertical lines indicate the threshold of differentially expressed transcripts (Log2 fold change ≥ 1 and ≤ -1). **(C)** Experimental design. CD8+ T cells were purified from mouse splenocytes and activated with anti-CD3/CD28 beads and IL-2 in media. After 12 hours, cells were counted, transferred into a metabolic flux analyzer, and exposed to either 40 mM NaCl, 40 mM sodium lactate (NaLac), or culture media prior to undergoing a glycolytic stress test. **(D)** Glycolytic stress test of mouse CD8+ T cells 12 hours after activation. Extracellular acidification rate (ECAR) and oxygen consumption rate (OCR) during injection of either media, 40 mM NaCl, or 40 mM NaLac, followed by 10 mM glucose, 1 µM oligomycin (oligo) and 50 mM 2-deoxyglucose (2-DG). ECAR and OCR are normalized to baseline levels. Data are the median and interquartile range of n = 6 independent mice. **(E)** Basal mitochondrial respiration, basal glycolysis and glycolytic capacity determined from the assay shown in **(D)**. Dotted line: median of NaCl-treated cells. Data is the median and interquartile range of n = 6 independent mouse donors, each assayed as 4 technical replicates. *P<0.01, ***P<0.0005, ****p<0.0001 RM one-way ANOVA with Tukey’s multiple comparisons test. **(F)** Basal mitochondrial respiration and basal glycolysis determined from cells treated as in **(C)**, and after injection of either NaCl or NaLac with or without addition of 10 nM of the monocarboxylate transporter-1 (MCT-1) inhibitor AZD3985 or 50 μM of the lactate dehydrogenase (LDH) inhibitor GSK2837808A. Data are the median and interquartile range of n = 5 independent mouse donors. **P<0.001, ****p<0.0001 two-way ANOVA with Šídák’s multiple comparisons test. ns, non significant.

The significant shift in metabolic gene expression led us to characterize the immediate effects of lactate exposure on CD8+ T cell metabolism. For this purpose, a short activation signal was given 12 hours before carrying out real-time metabolic analyses. During the metabolic flux monitoring, 40 mM of sodium lactate was administered to the cells (**Figure 2C**). Relative to cells treated with media or an equimolar dose of NaCl, addition of sodium lactate reduced the extracellular acidification rate (ECAR) of activated CD8+ T cells and concomitantly increased the oxygen consumption rate (OCR), used as surrogate measurements for glycolysis and oxidative respiration, respectively (**Figures 2D, E**). Despite suppressing glycolysis, addition of sodium lactate only slightly reduced the glycolytic capacity of the cells (**Figures 2D, E**). Similar effects were observed in human CD8+ T cell cultures (**Supplementary Figures 2B–D**), suggesting that exogenous lactate is taken up by metabolically active CD8+ T cells and instantly shifts down the endogenous production of lactic acid in the activated cells.

As previously described, upon TCR triggering, CD8+ T cells undergo a rapid induction of glycolytic metabolism which is followed by an increase in both intracellular and extracellular lactate levels (**Supplementary Figures 2E, F**). The lactate anion is transported across cell membranes *via* the proton-linked monocarboxylate transporters (MCT1, 2, 3, and 4) (43, 44). Of these, only MCT1 and MCT4 are expressed in CD8+ T cells (41, 45, 46). While neither transporter is expressed at high levels in naïve CD8+ T cells, *ex vivo* activation causes MCT1 mRNA and protein to peak at 12 to 24 hours post-activation, whereas MCT4 expression peaks later, between 48 and 72 hours after activation (**Supplementary Figures 2G, H**). Activation of CD8+ T cells in the presence of an MCT1-selective inhibitor (AZD3965) inhibited cell proliferation at the low nanomolar range, irrespective of the presence of lactate (**Supplementary Figure 2I**), suggesting a crucial role for monocarboxylate transport in early T cell expansion.

To confirm that the metabolic effect observed in **Figures 2C–E** was due to the presence of exogenous lactate, we assessed the glycolytic and oxidative rates of T cells after administration of lactate in combination with an MCT1 inhibitor (**Figure 2F**). Blocking the membrane trafficking of lactate *via* MCT1 mimicked the effects of sodium lactate, causing reduced ECAR and increased OCR (**Figure 2F**). This suggests that retention of endogenously generated lactate impacts T cell metabolism in a similar way as increased exogenous lactate. As shown in **Figure 2F**, adding exogenous sodium lactate during treatment with the MCT1 inhibitor did not further alter the T cell metabolic parameters, supporting efficient blocking of lactate transport and a dependence on an active uptake for the metabolic effects seen with lactate.

The lactate dehydrogenase enzyme (LDH) plays a crucial role in lactate metabolism as it catalyzes the interconversion between pyruvate and lactate. Activated CD8+ T cells express high levels of LDHA and lower levels of LDHB (**Supplementary Figure 2J**) (47). We hypothesized that inhibition of LDH would prevent incorporation of exogenous lactate into carbon metabolism and abrogate its effects. However, inhibition of LDH activity with the LDH inhibitor GSK2837808A (48) caused a drastic reduction of T cell expansion (**Supplementary Figure 2K**), and led to suppression of both basal glycolytic and oxidative respiration rates, in both the presence and absence of exogenous lactate (**Figure 2F**). This result highlights the central role played by LDH in the metabolism of activated CD8+ T cells, and indicates that disrupting the shuttling between pyruvate and lactate has dramatic consequences for the metabolic fitness of the cell. However, due to the deleterious effects on cell viability, inhibition of LDH did not allow us to determine if the effects of exogenous lactate on CD8+ T cell metabolism are directly dependent on the LDH-mediated conversion to pyruvate.

### 3.3 Prolonged exposure to lactate alters the CD8+ T cell metabolome

To understand how T cell metabolism is altered by prolonged exposure to lactate during TCR triggering, metabolite quantification by mass spectrometry and metabolic flux analysis was conducted after activation of CD8+ T cells for 72 hours in the presence of 40 mM sodium lactate (**Figure 3A**). Mass spectrometric analysis of the T cell metabolome revealed increased levels of glycolytic intermediates, including glucose-6-phosphate (G-6-P), 3- and 2-phosphoglyceric acid (3-PGA, 2-PGA) and pyruvate, in CD8+ T cells exposed to sodium lactate for 3 days (**Figures 3B, C** and **Supplementary Figure 3A**). Within the TCA cycle intermediates, lactate exposure caused an increase in the amount of succinate and a reduction in the downstream metabolites fumarate and malate (**Figures 3B, C** and **Supplementary Figure 3A**). Mitochondrial stress tests confirmed that CD8+ T cells activated in the presence of sodium lactate for 72 hours exhibit higher basal and maximal respiration as well as increased glycolytic rates and glycolytic capacity at the end of the exposure (**Figures 3D, E**). Altogether, these results demonstrate that CD8+ T cells adapt with an enhanced metabolic capacity when exposed to lactate during activation, by increasing the flux through glycolysis and the TCA cycle. The increased levels of pyruvate after lactate exposure and the shift in TCA metabolites indicate that lactate is taken up and incorporated into cellular metabolism.

**Figure 3:**
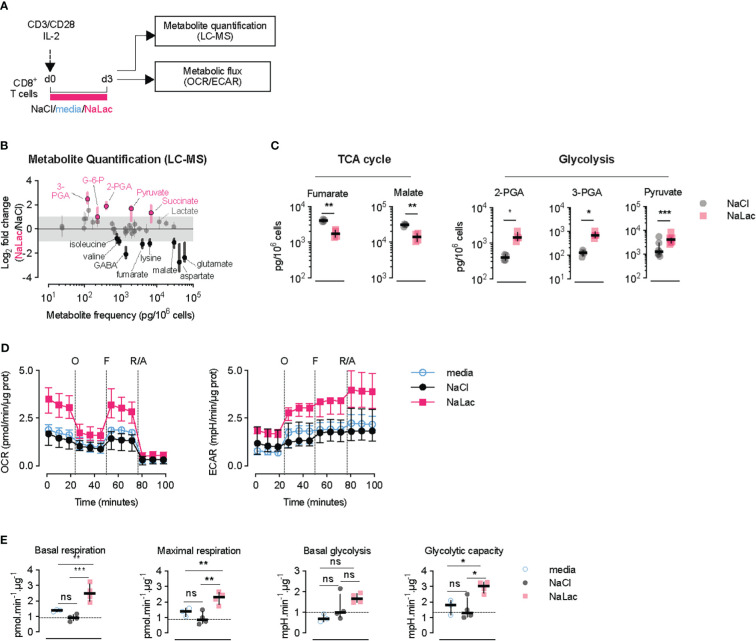
Early exposure to lactate alters CD8+ T cell metabolism and gene expression. **(A)** Experimental design. CD8+ T cells were purified from mouse splenocytes and activated with anti-CD3/CD28 beads and IL-2 in the presence of either plain media, or 40 mM NaCl, or 40 mM NaLac for 72 hours. Cells were then analyzed by liquid chromatography-mass spectrometry (LC-MS) and metabolic flux analysis (OCR/ECAR). **(B)** Metabolic changes after 72 hours-activation of mouse CD8+ T cells in the presence of NaLac compared to NaCl. Metabolites were extracted and quantified by Sugar Phosphate and Gas Chromatography-Mass Spectrometry (GC-MS). Pyruvate levels were determined by colorimetric assay. Data show log2 fold changes between NaLac- and NaCl-treated samples of n = 4 independent mouse donors. Pink and black dots represent significantly increased or decreased metabolite frequency in NaLac- versus NaCl-treated cells, respectively. Grey area: range between 2-fold increase and 2-fold decrease. **(C)** Paired analysis of significant metabolites from the same assay as in **(D)**, grouped by metabolic pathway (n = 4, with each pair representing an independent mouse donor). Pyruvate levels were determined by a colorimetric assay from n = 7 independent mouse donors. **P<0.01, *P<0.05 two-tailed paired t test. **(D)** Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) of CD8+ T cells after 72 hours activation in the presence of 40 mM NaCl, 40 mM NaLac, or plain media. OCR and ECAR were measured during sequential addition of 1 µM oligomycin (oligo), 1.5 µM FCCP, and 100 nM rotenone combined with 1 µM antimycin A (Rot/Ant). OCR and ECAR were normalized to total protein content at the end of assay. Lines represent the median and interquartile range of n = 4 independent mouse donors, each assayed as 4 technical replicates. **(E)** Basal respiration, maximal respiration, basal glycolysis, and glycolytic capacity determined from the assay shown in **(F)**. Dotted line: median of NaCl-treated (control) cells. *P<0.05, **P<0.001, ***P<0.001 one-way ANOVA with Tukey’s multiple comparison test. ns, non significant.

### 3.4 Lactate is incorporated in cellular metabolism and displaces glucose for TCA derived metabolites and amino acids

To determine how the exogenously provided sodium lactate is taken up by CD8+ T cells and incorporated into carbon metabolism, we activated CD8+ T cells in the presence of 11.1 mM [U-^13^C_6_]glucose alone, in combination with 40 mM sodium lactate, or 40 mM [U-^13^C_3_]sodium lactate in combination with 11.1 mM glucose (**Figure 4A** and **Supplementary Figure 4**). Labelling of cellular metabolites was measured by mass spectrometry at 24, 48 and 72 hours after activation (**Figures 4B–D** and **Supplementary Figure 4**). Activation in the presence of [U-^13^C_6_]glucose alone resulted initially (24-48h) in labelling of metabolites in the glycolytic pathway, including phosphoenolpyruvate (PEP), then pyruvate and lactate, followed by TCA cycle intermediates at 48-72 hours. Progressive labelling of ribose, originating from the pentose phosphate pathway (PPP), and the amino acids serine, glycine, alanine, glutamate, proline, and aspartate was also observed, suggesting incorporation of glucose-derived carbons through glycolysis and its branch pathways, as well as the TCA cycle. Addition of sodium lactate significantly displaced the contribution of [U-^13^C_6_]glucose to the labelling of pyruvate and lactate, but not to PEP or ribose (**Figure 4C** and **Supplementary Figure 4**). Glucose labelling of TCA cycle metabolites was markedly decreased by addition of lactate, as was the labelling of amino acids (**Figure 4C** and **Supplementary Figure 4**). Tracing of [U-^13^C_3_]sodium lactate revealed that exogenously sourced lactate enters T cells and is oxidized to pyruvate (**Figure 4D** and **Supplementary Figure 4**). Labelling of metabolites downstream of pyruvate, namely alanine and citrate, occurs rapidly. Within 24 hours, labelling from lactate-derived carbons can be found in the TCA cycle metabolites succinate, fumarate and malate. In addition to alanine, lactate-derived carbons were incorporated into amino acids derived from the TCA cycle such as glutamate, proline and aspartate, but not into amino acids derived from the glycolytic pathway upstream of pyruvate, e.g., serine and glycine (**Figures 4B–D** and **Supplementary Figure 4**). These findings show that exogenous lactate can be taken up, oxidized, and displace glucose as a carbon source for both the TCA cycle and amino acid synthesis in activated CD8+ T cells.

**Figure 4:**
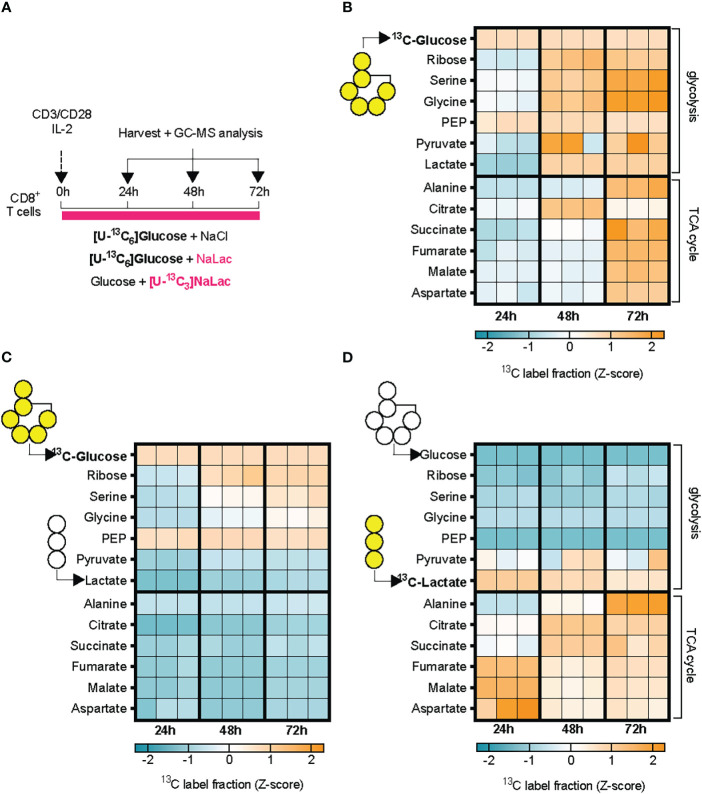
Lactate is incorporated in cellular metabolism and displaces glucose. **(A)** Experimental design. Mouse CD8+ T cells were activated in the presence of either 11.1 mM [U-13C6]glucose + 40 mM NaCl, or 11.1 mM [U-13C6]glucose +40 mM sodium lactate, or 11.1 mM glucose and 40 mM [U-13C6]sodium lactate. Incorporation of labelled carbons in cellular metabolites was assessed by GC-MS at 24, 48, and 72 hours after activation. **(B–D)** Heatmaps showing glucose- **(B, C)** or lactate-derived **(D)** carbons incorporation into cellular metabolites at 24, 48, and 72 hours after activation, expressed as Z-scores. N = 3 individual mouse donors, each one represented by a column at each time-point.

### 3.5 Activation in the presence of lactate modulates the differentiation of CD8+ T cells

Based on the consistent differential expression of critical molecules for metabolism and effector function following lactate exposure during activation of CD8+ T cells, we sought to identify potential up-stream transcriptional regulators that could explain the observed alterations. To this aim, we utilized the 184 genes significantly differentially regulated with lactate exposure, to do a transcription-factor motif-enrichment analysis. 

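In the RNA-seq data, 1247 genes passed an adjusted p of at most 0.01 with a change of at least 2-fold between lactate and media, 580 higher and 667 lower. Testing each gene against a 2-fold change, in place of filtering on the estimate, left 48 genes. Without media replicate 2 the count of 2-fold genes was 783. Lactate and media samples did not overlap for 6156 of the 13767 tested genes (44.7%, where chance gives 2.86%), and 3387 of the genes called changed were among them. With the donor as a block the number of changed genes was 3784, of which 2899 were shared with the genes called without it. Of the 17 transcription factors of Fig. 5A, 7 were higher and 10 lower with lactate. Among those near 0, the direction of Hif1a, Gfi1 and Yy1 turns under a correction for GC content and gene length.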

Seventeen transcription factors had significant motif-enrichment and were readably detected transcriptionally in T cells. NRF1 was the transcription factor with the highest motif enrichment (OR 2.4 p 1e-14) but with low transcript abundance - 64 TPM (present data) and 14 TPM (single-cell). 

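The Nrf1 gene (ENSMUSG00000058440; chromosome 6, 30047988 to 30153458) had 69.3 ± 6.22 CPM (mean ± SD, n = 8) in the activated samples, and its mean over all 12 samples was 64.9 CPM. Divided by the length of its exons, this was 22.2 ± 1.27 TPM (n = 8), the ninth highest of the transcription factors of Fig. 5A. With the length of the longest transcript in place of all exons, the value was 42.5 TPM. The log2 fold change of Nrf1 with lactate was 0.18 (standard error 0.08, adjusted p = 0.0818 from edgeR). A correction for GC content and gene length, chosen after the data had been seen, gave an adjusted p of 0.00526, and over 27 alternatives it ran from 0.00526 to 0.219.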

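The Hif1a gene (ENSMUSG00000021109; chromosome 12, 73901375 to 73947530) had 503 ± 51.9 CPM (mean ± SD, n = 8) in the activated samples and 385 CPM as a mean over all 12. Scaled by exon length, it had 282 ± 34.2 TPM (n = 8). In naïve cells it had 148 ± 24.1 CPM (n = 4), so activation in media raised it by 1.79 on the log2 scale. Lactate left it at a similar level: 512 ± 56.9 CPM in media and 493 ± 53.0 CPM with lactate (n = 4 each), a log2 fold change of -0.05 (standard error 0.13, adjusted p = 0.779 from edgeR). The sign turns without lactate replicate 2 (0.022), the sample that lay below the other lactate samples, and under a correction for GC content and gene length (0.11). Of its exons, 5.6% overlap Gm15283 on the opposite strand.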

HIF-1α had a motif-enrichment (OR 2.2 p 1.5e-11) and high T cell transcript abundance - 388 TPM (present data) and 92 TPM (single-cell). The transcription factor with the highest affinity score was HIF-1α (affinity score 4.1, p = 0.002) together with c-MYC (affinity score 4.2, p = 0.002) (**Figure 5A**). 

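Myc (ENSMUSG00000022346; chromosome 15, 61985391 to 61990374) was the most abundant of the 17 transcription factors of Fig. 5A, with 585 ± 175 TPM (mean ± SD, n = 8) over the activated samples. It rose from 362 ± 141 CPM in media to 613 ± 35.0 CPM with lactate (n = 4 each), with no overlap (exact permutation test, two-sided p = 0.0286). The log2 fold change of 0.76 (standard error 0.25) had an adjusted p of 0.0293 from edgeR, above the threshold of 0.01. Myc passed it with the donor block (0.69, adjusted p = 0.00597), without naïve replicate 4 (0.00861) and without media replicate 4 (1.05, adjusted p = 0.00291), and the range over 27 alternatives was 0.00291 to 0.0884. The log2 difference was 1.05 in the low library run and 0.14 in the high run, which was not tested for a difference.

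Of the 17 genes, 5 had no overlap between lactate and media, a smaller share than the 44.7% of all tested genes, where chance gives 2.86%. At an adjusted p of at most 0.01, Apex1 (log2 fold change 1.12, standard error 0.14, adjusted p = 0.000129) and Pparg (2.08, standard error 0.51, 0.00647) were higher and Smad4 (-0.46, standard error 0.12, 0.00813) was lower, 3 in all. Only Apex1 passed when adjusted over the list alone, which is not independent evidence for a list made from these samples. Of the exons of Apex1, 61.7% overlap Pip4p1 on the opposite strand, so its counts are uncertain. Pparg had 0.588 CPM in media and 2.51 CPM with lactate, and missed the threshold when any activated sample was left out (adjusted p from 0.0108 to 0.0190), with thinned counts (0.0106) and with limma voom (0.0291, from 0.000277 to 0.0291 over the alternatives). Smad4 missed it when naïve replicate 1 or 3 or any activated sample was left out, with the title block and with the correction for GC content and length (up to 0.0283, the highest of its alternatives, which reach down to 0.000659). With the donor block Rxra was called lower (-1.09, adjusted p = 0.00514, from 0.00417 to 0.276 over the alternatives). In its affinity scores the paper ranks HIF-1α and c-MYC highest, and it takes HIF-1α as a candidate for the effect of lactate.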

The transcription factor analysis indicated that the HIF-1α transcription factor motif is enriched in the genes differentially expressed after exposure to sodium lactate. To follow up on this finding, we measured the differentiation of CD8+ T cells activated in the presence of 40 mM sodium lactate at ambient oxygen tension (21% O_2_) or hypoxic conditions (1% O_2_), using wild type or HIF-1α null CD8+ T cells (**Figures 5B**). Activation in hypoxic conditions severely limited CD8+ T cell proliferation but led to greater expression of the effector markers CD44, CTLA-4, 4-1BB, GZMB and ICOS, in agreement with previously published data (**Figures 5C–H**) (4, 49). Exposure to lactate led to an increase in expression of effector markers, which was further enhanced when combined with hypoxia (**Figures 5B–H**). Previous findings showed that effector differentiation was compromised in the absence of HIF-1α (4, 49, 50). Here, we observed that CD8+ T cells lacking HIF-1α failed to upregulate CTLA-4 in all of the tested culture conditions, suggesting a high level of HIF-1α-dependency (**Figure 5E**). In contrast, expression of CD44, 4-1BB, GZMB and ICOS was increased in hypoxia even in the absence of HIF-1α. The additive effect of lactate and hypoxia on the expression of 4-1BB and ICOS was lost in HIF-1α null CD8+ T cells. This HIF-dependency was not observed for GZMB and CD44. To gain insights on the role of HIF-1α in regulating the metabolism of CD8+ T cells, especially in the presence of lactate, we activated murine CD8+ T cells under mild hypoxic conditions (5% O2) and with or without sodium lactate. Interestingly, the lack of HIF1α led to increased basal and maximal oxidative respiration as well as spare oxidative capacity, independently of lactate presence and even at reduced oxygen tension (**Figures 5I–K**). This confirms the critical role played by HIF1α in triggering glycolysis. The addition of lactate leads to elevated extracellular acidification rate (ECAR) in both WT and HIF1α KO cells, suggesting saturation of glycolytic activity. This is in accordance with the increased oxygen consumption rate. Altogether, these results show that lactate and hypoxia have additive effects in driving expression of CD8+ T cell effector markers and metabolic activity and indicate that this relationship is in part dependent on HIF-1α.

**Figure 5:**
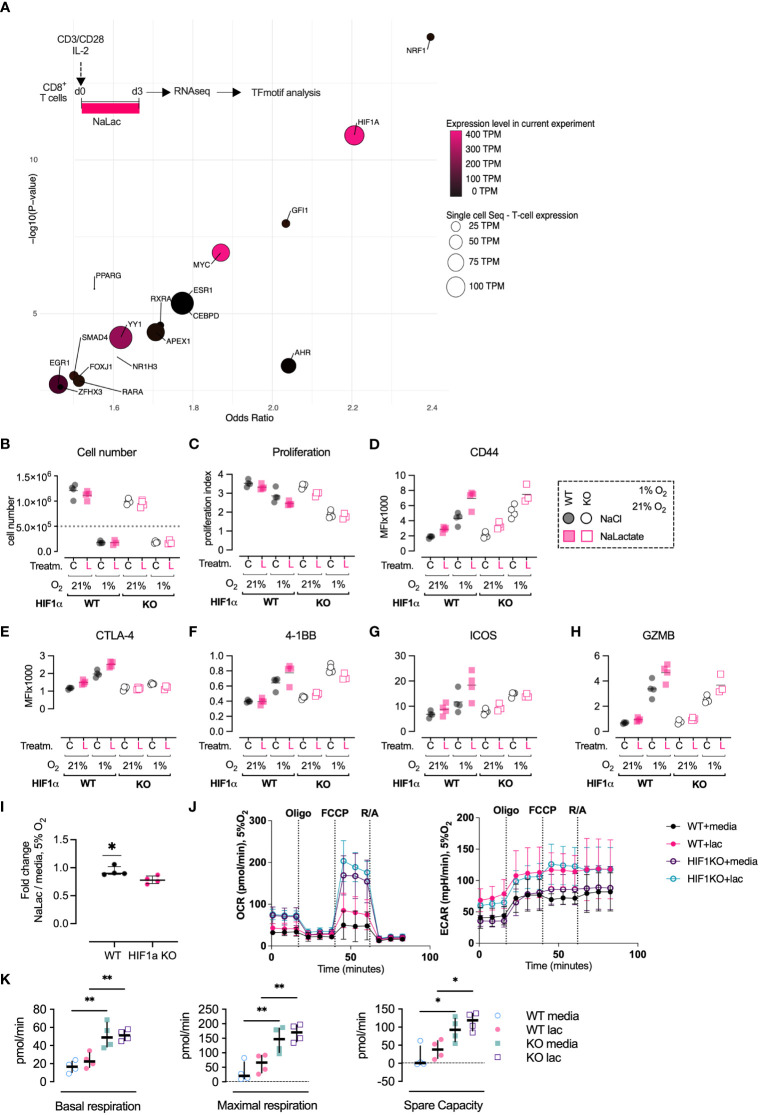
Activation in the presence of lactate modulates the differentiation of CD8+ T cells. **(A)** *In silico* prediction of transcriptional regulators of lactate exposure. Bubble-graph of Transcription factor binding-motif enrichment Odd-ratio (x-axis) and p-value (y-axis) based on transcripts differentially regulated by lactate exposure. Transcript abundance of each transcription factor is denoted by color (present experiment average expression) and size (T cell single-cell average expression). NRF1 was the transcription factor with highest motif enrichment (OR 2.4 p 1e-14) but with low transcript abundance (64 and 14 TPM). HIF-1α had a high motif-enrichment (OR 2.2 p 1.5e-11) and high T-cell transcript abundance (388 and 92 TPM). Data extrapolated from the RNA-seq analysis of CD8+ T cells activated for 72 hours in the presence of 40 mM NaLac or media control. Results were analyzed in silico using Positional weight matrixes of human and rodent transcription factors utilizing enrichR, combined with transcription factor transcript abundance from the present experiemtn and single-cell sequencing data from human T-cells. **(B)** Cell number of wild type (Hif1α^fl/fl^) or HIF-1α deficient CD8+ T cells (Hif1α^fl/fl^ dLck Cre) after 3 days of activation in the presence of either 40 mM NaCl **(C)** or NaLac **(L)**, at 1% or 21% oxygen. Grey dotted line: number of seeded cells. **(C)** Proliferation Index for the assay described in **(B)**. **(D)** Median Fluorescence Intensity (MFI) of surface markers CD44, **(E)** CTLA-4, **(F)** 4-1BB, and **(G)** ICOS, and **(H)** intracellular GZMB levels at three days after activation, as described in **(B)**. **(I)** Fold change of CD8+ T cells numbers in wild type (Hif1α^fl/fl^) versus HIF-1α deficient CD8+ T cells (Hif1α^fl/fl^ dLck Cre) after 3 days of activation in the presence of 40 mM NaLac or media, at 5% oxygen. **(J)** Oxygen consumption rate (OCR) and extracellular acidification rate (ECAR) of wild type (Hif1α^fl/fl^) or HIF-1α deficient CD8+ T cells (Hif1α^fl/fl^ dLck Cre) after 72 hours activation in the presence of 40 mM NaLac or T cell media at 5% O_2_. OCR and ECAR were measured during sequential addition of 1 µM oligomycin (oligo), 1.5 µM FCCP, and 100 nM rotenone combined with 1 µM antimycin A (Rot/Ant). **(K)** Basal respiration, maximal respiration, and spare capacity determined from the assay shown in **(J)**. *p<0.05, **p< 0.005, one-way ANOVA with Tukey’s multiple comparisons test.

## 4 Discussion

Here we show that the lactate anion - even at doses in the higher physiological range - is well tolerated by CD8+ T cells and can be taken up and incorporated into T cell metabolism, replacing glucose as the preferred carbon source for biomolecules downstream pyruvate. Moreover, by shaping the transcriptome, lactate can ultimately alter the fate of CD8+ T cells.

In line with our previous findings (30), increased lactate availability during activation enhanced the expression of cytotoxic molecules such as Granzyme B and Interferon-γ. The enhanced expression of effector molecules was paired with increases in CD44, co-activators 4-1BB and ICOS, and co-inhibitor CTLA-4 and a reduction in lymph node homing marker CD62L. Lactate also reduced the levels of a master regulator of CD8+ T cell differentiation, the transcription factor T-bet. The change in expression of functional molecules was accompanied by a coordinated upregulation of genes from the TCA cycle, indicating substantial effects on T cell metabolism.

While the metabolic consequence of acute exposure to external sodium lactate was repression of the glycolytic flux and a concurrent boosting of mitochondrial respiration, the reduced acidification rate was only temporary and dependent on lactate concentration remaining high. When lactate was removed, such as at the end of the prolonged exposure over the activation period in our settings, the cellular energetic flux was re-established and at a higher pace. In fact, as shown by our data, at day 3 after activation lactate-treated CD8+ T cells showed an increased glycolytic as well as oxidative rate. This underlines the energetic role of lactate, which does not impair, but rather rewires the metabolic machinery of the activated cell. In other words, exposure to high doses of lactate, in absence of pH-lowering conditions, seems to be sufficient to reprogram T cell metabolism. This is in agreement with the growing evidence that the microenvironmental composition can shape T cell metabolism and function. (11, 31, 51, 52).

Transport of L-lactate into T cells was first described in the early 1990s (53), and its uptake was shown to be dependent on the activation state of the T cells. Activating CD8+ T cells with carbon-labeled lactate allowed us to trace its active uptake and incorporation into carbon metabolism. After being oxidized to pyruvate, exogenous lactate was not incorporated into upstream metabolites in the glycolytic cascade. Instead, lactate-derived carbons were specifically incorporated into downstream TCA cycle intermediates and pyruvate-derived amino acids such as alanine. Interestingly, this resulted in the displacement of glucose as the preferred source of carbons for TCA intermediates. It has previously been shown in the systemic setting that lactate can be a primary source of carbon for the TCA cycle and thus of energy, with a turnover rate exceeding that of glucose (18). Thus, our data indicate that exogenous lactate, at least when present in high doses, replaces glucose as the preferred substrate to generate specific amino acids and TCA cycle intermediates in activated CD8+ T cells. Unexpectedly, the presence of lactate seems to indirectly impair how glucose feeds the serine, glycine, one-carbon (SGOC) metabolism, although no contribution of lactate-derived carbons could be detected in either glycine or serine. This suggests that lactate, through the higher metabolic turnover, can contribute to enhanced uptake of extracellular amino acids. Recently, serine uptake has been shown essential for *de novo* nucleotide biosynthesis in CD8+ T cells during proliferation (54). Hence, in addition to enhancing the metabolic rate and altering the intracellular route of glucose, lactate may modulate cellular metabolism to support bioenergetics, enhancing the overall immunological activity of CD8+ T cells.

Transcription factor motif analysis based on the differentially expressed genes after activation in the presence of L-lactate indicated involvement of several transcription factors. In particular, a strong enrichment of the transcription factor HIF-1α was observed. Previous work has shown that HIF-1α is necessary for effector differentiation of CD8+ T cells (49) and contributes to the metabolic switch to aerobic glycolysis occurring early during activation (3) and it therefore emerged as a candidate for mediating the effect of lactate.

Activating CD8+ T cells under hypoxic conditions showed that lactate and hypoxia have additive effects on effector markers. While lactate enhanced expression of ICOS and 41BB, in HIF-1α null CD8+ T cells this effect was lost, suggesting a role of HIF-1α in mediating the effects of lactate. However, as indicated from the transcription factor analysis where enrichment was found for several key transcription factors, the shaping of CD8+ T cell fate by lactate was only partially dependent on HIF-1α.

The use of distally produced endogenous lactate as a fuel for oxidative respiration has been previously reported in other cell types, both malignant and non-malignant (16, 18). The capacity of lactate to move freely between cells, tissues, and organs, be taken up through the monocarboxylate transporters and to be converted into useful substrates for metabolism through the lactate dehydrogenase enzymes and thereby shifting the metabolism of its target cells, suggests lactate to convey metabolic messages on a cellular as well as systemic level. Here we showed that extracellular lactate was used as a preferred source of carbon by CD8+ T cells during the early effector differentiation phase. In addition, lactate altered the metabolic flux of the cells and shaped effector differentiation. Altered lactate availability arises not only during major physiological or pathological conditions such as high intensity exercise or sepsis. Locally-produced lactate originating from primed T cells might, for example, function as a quorum-sensing mechanism to cross-potentiate the early T cell response.

The exceptional plasticity of T cells represents one of their most distinctive features, and the ability to rapidly adapt to diverse environmental conditions, including reduced oxygen availability and nutrient deprivation, is of crucial importance for their immune activity. Here we show that lactate can act as alternative source of energy as well as immunomodulatory molecule in CD8+ T cells. Further research is warranted to understand whether incorporation of lactate into carbohydrate metabolism is required for its shaping of effector functions.

## Data availability statement

All data generated are included in the manuscript and supporting files. The RNA sequencing data discussed in this publication have been deposited in NCBI's Gene Expression Omnibus (55) and are accessible through GEO Series accession number GSE190808 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE190808).

## Ethics statement

Ethical review and approval was not required for the study on human participants in accordance with the local legislation and institutional requirements. Written informed consent for participation was not required for this study in accordance with the national legislation and the institutional requirements. All experiments and protocols were approved by the regional animal ethics committee of Northern Stockholm (dnr N78/15, N101/16).

## Author contributions

LB and PV contributed equally toward experimental design, performance, and analysis; interpretation of results; drafting and revision of the manuscript. PG contributed to the design, performance, and analysis of carbon tracing experiments. PC conducted experiments. IF contributed to experiment design and discussion. DB contributed to the bioinformatic analysis of RNA-seq data and GEO submission. ER contributed to the transcription factor motif enrichment analysis. HR contributed to the study conceptualization. RJ and HR supervised the work and revised the manuscript. All authors discussed and edited the manuscript. All authors contributed to the article and approved the submitted version.

How the deposited data were processed for this re-analysis (not part of the article)

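RNA-seq was measured in 12 libraries of mouse CD8+ T cells: naïve cells, cells activated for 72 h in plain media, and cells activated for 72 h with 40 mM sodium lactate, 4 libraries each. By the methods of the paper, the authors converted the base calls to reads, aligned them to the mouse genome (GRCm38) with STAR, removed PCR duplicates and assigned uniquely mapped reads to the exons of Ensembl genes with featureCounts. The deposited table holds the raw count of each gene in each library, with the length of the gene, and has 13780 genes. The values are whole numbers and were not normalized. The table had already been limited to expressed genes, and 13767 genes passed the filter used here, which dropped 13. Of the gene identifiers, 13765 were found in GENCODE release M21, and for 13541 the length in the table equals the union of the exons there. Coordinates, strands, overlaps between genes and GC content were taken from that release. The table gives symbols, which are lacking for 13 genes. The strand setting of the counting is not stated, and the share of a gene's exons that overlap another gene is given for the genes named.

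Conditions, replicates, donor tags and library numbers were taken from the sample labels. Donor tags restart between the runs of library numbers and were read separately for each run, which gives the 5 donors of activated cells that the record states. Of these, 3 gave both a media and a lactate library. The numbers in the sample titles do not all follow the donors: the correlation across genes between the deviations of a media and a lactate library from their group means was 0.374, 0.297, 0.0038 and 0.553 for libraries that share a title number, and for libraries that share a donor it was 0.374, 0.211 and 0.553. Both were tried as blocks. Library numbers fall into a low run (8 libraries) and a high run (4 libraries). No library was left out.

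The analysis used R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0. Genes with at least 1 CPM in 3 or more libraries were kept, as in the paper. Counts were scaled by TMM, and 1 quasi-likelihood model with 3 groups and no block was fitted in edgeR to all 12 libraries. Comparisons were lactate against media, media against naïve and lactate against naïve, with two-sided tests, Benjamini-Hochberg adjustment over all tested genes and a threshold of 0.01. Standard errors are the log2 fold change divided by the square root of the F statistic. CPM are scaled by TMM, and log2 CPM for the principal components used a prior count of 2. TPM used the gene lengths of the table. Differences within a library run are differences of mean log2 CPM. For single genes an exact permutation test over the 70 arrangements of 4 against 4 samples, which ignores the donor pairs, stands beside the model. A sample is called far from its group of 4 when its gap to the nearest other sample exceeds, relative to the range of the group, Dixon's critical value.

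Gene lists were the genes labelled in Fig. 1J, 2A, 2B and 5A and lists written from general knowledge: HIF-1 targets, the hyperosmotic response, ribosome biogenesis, serine, glycine and one-carbon metabolism, the cell cycle, the nuclear and the mitochondrial genes of the respiratory chain, further TCA cycle genes, further glycolysis genes, and markers of B, myeloid, red and CD4+ T cells. These lists, the tests, the comparisons, the rule for naming genes and 28 alternatives were set before the data were examined. Lists of interferon-stimulated genes, interferon-γ-induced genes, interferon receptors, heat shock genes, immediate early genes and sex-linked genes were chosen after the counts had been seen. Lists were tested with camera (preset correlation of 0.01), beside fry and camera with an estimated correlation, at a threshold of 0.05. Adjustment was over the 2 lists of the study, over the 9 added lists that were tested and over the 2 lists chosen later, separately. Genes named in the text are those the study names in its text or labels in these figures and, for lactate against media, the 5 largest increases and the 5 largest decreases among genes with an adjusted p of at most 0.01, at least 5 CPM in either group and no overlap between the samples. Other genes named were chosen after their values were seen. Some genes that these rules select are not reported here. A fold change against a group with at most 3 counts in every library is given as a lower bound.

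The alternatives were edgeR's likelihood ratio test, DESeq2, limma voom, other scalings (DESeq2's size factors, upper quartile, total counts), no filter or at least 10 counts in every library, a fit of the 2 compared groups alone, blocks by title number and by donor, a term for the library run, thinning to the smallest library, an adjusted p of 0.05, a test against a 2-fold change, and leaving out each of the 12 libraries. A correction for GC content and gene length (splines with 5 degrees of freedom), alone and with the donor block, was added after the data had been seen.

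The model was tested on simulated data with the dispersion of these libraries: of 100 genes changed 4-fold it called 84, of 100 genes changed 2-fold it called 57, and it called 1 unchanged gene. In a simulation of 13767 unchanged genes it called 0. No 2 libraries of a group were copies of each other: over 18 pairs, the chi-square per degree of freedom ran from 5.88 to 141. The 10 most abundant genes took 4.03 to 6.72% of the counts of a library. The motif enrichment, the affinity scores, the flow cytometry, the metabolite measurements and the single-cell data of the paper were not analysed here.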

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

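Some tests of explanations were chosen only after the result had been seen. These were library scaling and Hif1a for the HIF-1 targets, B cells and library runs for the interferon-stimulated genes, and the cell cycle for the one-carbon genes. All tests of explanations for the ribosome biogenesis genes, and those for the sex-linked, heat shock and marker transcripts, were also chosen then. The list tests of the ribosome biogenesis genes (camera and fry) were set beforehand.

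Of 179 groups of 4 samples, 10 held a sample far from the other three, where chance gives 8.95 at the critical ratio of Dixon's test. Among these, media replicate 2 was the lowest media sample for the mean of the further TCA cycle genes (ratio of gap to range 0.919; 6.91 against 7.13 to 7.15 log2 CPM), for Eno1 (0.864) and for Apex1 (0.861), and the highest for Gbp10 (0.852). Media replicate 4 was the highest for Icos (0.855) and the lowest for Hk2 (0.872). Lactate replicate 2 was the highest lactate sample for Sdha (0.925) and the lowest for Hif1a (0.909), and lactate replicate 1 was the lowest for Slc2a3 (0.895). Media replicate 4 is the only media library of the high run, and for Icos and Hk2 the high-run lactate libraries lay on the same side of the low-run ones (371 and 386 against 234 and 260 CPM for Icos, 219 and 223 against 288 and 300 CPM for Hk2). In naïve cells Icos was again higher in the high run (89.3 against 33.0 to 36.9 CPM), while Hk2 was not lower (15.6 against 9.00 to 15.2 CPM). These values go with the run and not with this library alone, and what differed between the runs is not known. For the other genes no biological explanation was tested.

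The paper does not report on ribosome biogenesis genes. All 20 genes of that list were higher with lactate, with a median log2 fold change of 1.33 (1.21 to 1.44 over 28 alternatives). The list as written also holds Odc1, Srm and Cad, which are enzymes of polyamine and pyrimidine synthesis, so its name is broader than its label. The samples did not overlap for 20 genes, where chance gives 2.86% and all tested genes gave 44.7%, and 17 were called over all genes and 19 when adjusted over the list alone. Camera gave an adjusted p of 2.17e-19 and fry of 9.07e-05, but with an estimated correlation of 0.636 between the genes p was 0.0209, or 0.188 after adjustment over the 9 lists. A fault of scaling would shift all genes alike, but the median lay 1.33 above that of all genes. It was 1.37 after the correction for GC content and gene length and 1.29 in the library run where it lay closer to 0. Of 20 cell cycle genes, 0 rose by as much as this median (at most 1.14, Ccne1). A shift in the cell cycle stays open all the same, as it need not raise its own genes as far as others. The other values argue against scaling, GC content, gene length and the runs as the whole source, and the difference may be biological. Lactate, sodium and osmolarity were not separated.

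For serine, glycine and one-carbon metabolism, which the paper does not discuss at the transcript level, 13 genes were higher and 2 lower, with a median log2 fold change of 0.80 (0.63 to 0.89 over the alternatives). The samples of 11 genes did not overlap (2.86% by chance, 44.7% of all tested genes), all of them higher, and 8 were called over all genes and 9 when adjusted over the list alone. The adjusted p was 4.60e-05 with camera and 0.00101 with fry, while the estimated correlation gave p = 0.126. The median was 0.741 after the correction for GC content and gene length, and it was 0.825 in the run where it lay closer to 0. These values argue against base composition and the runs as the whole source. A shift in the cell cycle stays open: its genes went both ways, and 1 of 20 (Ccne1, log2 fold change 1.14) rose by as much as this median. That comparison of sizes cannot decide the question. Lactate, sodium and osmolarity were not separated here either.

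Nuclear genes of the respiratory chain, also outside the genes the paper names, had a median log2 fold change of 0.40 (0.395; 0.31 to 0.43 over the alternatives), with 75 of 85 higher and 10 lower. Over all genes 48 were called higher and 1 lower, 55 and 1 when adjusted over the list alone, and the samples of 57 higher and 2 lower genes did not overlap (2.86% by chance, 44.7% of all tested genes). The list test gave an adjusted p of 1.34e-10 with camera and 0.00031 with fry, and the estimated correlation gave p = 0.131. The median was 0.41 in the low and 0.33 in the high run, and 0.34 after the correction for GC content and gene length, so neither the runs nor that trend account for it alone. The 7 genes of the mitochondrial genome in the table had a median of 0.010, with 4 higher and 3 lower, of which 1 was called over all genes and 2 when adjusted over the list alone (camera adjusted p = 0.320, fry 0.0329). The sign of this median turns with the scaling and without media replicate 1 (-0.040), 3 (-0.0013) or 4 (-0.016) or lactate replicate 1 (-0.12). No biological explanation beyond the condition was tested.

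The paper takes HIF-1α as a candidate for the effect of lactate. It follows this up in HIF-1α null cells, by flow cytometry and metabolic flux, and concludes that the effect depends on HIF-1α only in part. It shows no list of HIF-1 target transcripts. Of 29 listed HIF-1 targets, 25 were lower and 4 higher, with a median log2 fold change of -0.58 (-0.5754; -0.63 to -0.48 over the alternatives). Of these, 11 were called lower and 1 (Ldha) higher over all genes, and 12 and 1 when adjusted over the list alone. The samples did not overlap for 17 lower genes and 1 higher gene, where chance gives 2.86% and all tested genes gave 44.7%. With camera the adjusted p was 8.55e-05 and with fry 0.00342, and the estimated correlation gave p = 0.178. The list shares 8 genes with Fig. 2B, and without them 18 of 21 were lower, again with a median of -0.58. The median was -0.519 after the correction for GC content and gene length and lay below that of all genes (difference -0.574), which a fault of scaling would not give. It was -0.415 in the run where it lay closer to 0. The Hif1a transcript itself changed by -0.0536, within its standard error, so a lower level of that transcript is an unlikely source. Oxygen, HIF-1α protein and its activity were not analysed here, and a biological difference may underlie the pattern.

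Interferon-stimulated genes were lower with lactate although Ifng was higher. The list was chosen after the largest decreases had been seen. Of 30 genes, 29 were lower, with a median log2 fold change of -1.71 (-1.94 to -1.17 over the alternatives, and -1.60 with Oas1a, at least 8.80-fold lower, and Ifi44, at least 3.13-fold lower, at their bounds). Over all genes 13 were called lower and 1 higher, and 16 and 1 when adjusted over the list alone, and 24 did not overlap (2.86% by chance, 44.7% of all tested genes). Camera gave an adjusted p of 4.11e-09 and fry of 0.00592, and the estimated correlation gave p = 0.163. Among the 16 members whose values had not been looked at when the list was written, 15 were lower, with a median of -1.16 that was -0.98 after the correction for GC content and gene length and -1.12 and -1.06 in the runs. B cells left in the cultures could bring interferon-stimulated transcripts into the media samples. If they kept their naïve profile, their share left in media was 0.855% by Cd79a, the median of 9 markers, and the loss per gene was 21.7 times what such cells bring in the median and above it for 29 of 30 genes. By the other markers the ratio ran from 0.86 (Ighm, with 21.6% left) and 1.31 (H2-Ab1, 14.1%) to 81 (Igkc, 0.229%), and it was above 1 for 8 of 9 markers. Cells of that profile at the share of Ighm or H2-Ab1 would also bring Igkc and Cd74, of which 0.229% and 0.774% were left. The median was -1.78 after the correction for GC content and gene length and -1.33 in the run where it lay closer to 0. These values argue against B cells of the naïve profile, base composition and the runs as the whole source, while B cells whose profile changed in culture are not excluded. Lower interferon signalling is one biological reading that stays open and untested.

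Of 22 interferon-γ-induced genes, a list also chosen later, 17 were lower and 5 higher, with a median log2 fold change of -0.90 (-1.01 to -0.71 over the alternatives). With Ciita at its bound of at least 3.36-fold lower and without Cxcl9, at the floor in both groups, it was -0.94. Over all genes 8 were called lower and 1 higher, and 9 and 1 when adjusted over the list alone. Camera gave an adjusted p of 0.000371 and fry of 0.00965, and the estimated correlation gave p = 0.258. The medians of the runs were -1.00 and -0.83. Among the interferon receptors, Ifnar1 (log2 fold change -1.08, adjusted p = 0.000247) and Ifnar2 (-0.49, 0.00929) were called lower, and Ifngr1 (-1.42, 0.0180) and Ifngr2 (-1.04, 0.0284) were lower without passing the threshold. All 4 were called when adjusted over the list alone. Whether a lower receptor level lies behind the lower target genes was not tested.

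The genes with the largest changes lie outside those the paper discusses. Against at most 3 counts in any media library, Tph1 (96 to 139 counts with lactate) was at least 38.8-fold higher and Tnfrsf11b (30 to 146 counts) at least 33.1-fold higher. Further large increases were those of Slc13a3 (log2 fold change 4.50, standard error 0.58, adjusted p = 0.000151) and Crabp2 (4.43, 0.40, 5.50e-05). The largest decreases were those of Gm26740 (-5.54, 0.76, 0.000205), Rundc3a (-5.52, 0.40, 4.90e-05), Gbp10 (-4.45, 1.00, 0.00394), Ifi213 (-4.39, 0.87, 0.00187) and Cd7 (-3.94, 0.59, 0.000325). Each was higher or lower in 4 of 4 lactate samples than in every media sample, which the choice of the genes required. Of the exons of Gbp10, 46.3% overlap Gm43302 on the same strand, so reads shared between these genes were not excluded, and 10.8% of the exons of Cd7 overlap Gm11775 on the opposite strand. Gbp10 missed the threshold without media replicate 2 (0.0136) or lactate replicate 1 (0.0139), 2 (0.0131) or 3 (0.0129), and its adjusted p ran from 1.09e-06 to 0.0139 over 26 alternatives. Ifi213 missed it with limma voom (0.0264, from 6.79e-08 to 0.0264). For these genes no biological explanation beyond the condition was tested.

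Y-linked transcripts appear in 8 libraries, where the 4 genes sum to 85.3 to 278 CPM. In naïve replicate 1, media replicate 3, lactate replicate 2 and lactate replicate 3, no Y-linked gene exceeds 0.113 CPM. Xist is present in every library, from 255 CPM in lactate replicate 4 to 2705 CPM in media replicate 3, so the libraries with Y-linked transcripts hold Xist as well. Reads carried over between libraries would reach every library of a run, but 4 libraries, 3 of the low and 1 of the high run, have under 0.5 CPM of each Y-linked gene. Cells of both sexes in one library would lower Xist where Y-linked genes are present: in 8 of 8 such libraries Xist lay below each library of the same condition without them. These values fit libraries that hold cells of both sexes, and pooled animals are a candidate explanation that the labels do not settle. Media replicate 3 and lactate replicate 2 share a donor by the tags. Libraries without Y-linked transcripts number 1 of the naïve, 1 of the media and 2 of the lactate group, so sex was not balanced between the groups.

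In naïve replicates 1 to 3, Hspa1b had a mean of 4078 CPM (2930 to 4722), against 5.10 CPM in naïve replicate 4. Over 5 heat shock genes the median log2 difference between naïve replicates 1 to 3 and naïve replicate 4 was 5.86 (3.12 to 9.58). Fos had 2388 to 2713 CPM in naïve replicates 1 to 3 and 34.6 CPM in naïve replicate 4. Naïve replicate 4 belongs to the high run. In the activated samples the median of the heat shock genes between the low and the high run was -0.763, in the other direction. Of the 6 immediate early genes, 5 differed by run there as well, in the other direction, and Junb did not (267 to 369 CPM in the high run, 265 to 384 CPM in the low run). The 3 high-run libraries had 48.1 to 54.6 CPM of Fos, 233 to 313 CPM of Jun and 34.7 to 50.4 CPM of Fosb, and the 5 low-run libraries 1.18 to 3.49, 19.9 to 32.9 and 0.31 to 1.96 CPM. This argues against a run difference that acts alike in naïve and activated samples, while one that acts on them differently stays open. A difference in handling before lysis may explain the pattern, but it was not tested, and with 1 naïve library in the high run its batch cannot be told apart from the library. Between lactate and media 0 of the 5 heat shock and 0 of the 6 immediate early genes were called, over all genes and when adjusted over the list alone. At an unadjusted p under 0.05 the numbers were 1 (Hsph1, log2 fold change 1.67, adjusted p = 0.0189) and 0.

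Transcripts of other cells are present in the naïve samples. The B cell markers sum to 8275 CPM in the naïve mean (5450 to 11790), against 548 to 849 CPM in media and 311 to 431 CPM with lactate. Myeloid markers sum to 727 to 2179 CPM in naïve cells and 70.6 to 92.1 CPM in media, and red cell markers to 171 to 6785 CPM in naïve cells and at most 0.740 CPM in media. Markers of CD4+ T cells were low in naïve cells (44.3 to 76.5 CPM) and in media (48.0 to 60.7 CPM). This sum hides opposite changes. Cd4 had 11.15 to 27.11 CPM in naïve cells, 0.25 to 0.39 CPM in media and 0.26 to 0.99 CPM with lactate. Zbtb7b had 14.01 to 29.2 CPM in naïve cells and 44.2 to 55.35 CPM in media, where it makes up most of the sum. A higher Zbtb7b thus does not by itself show more CD4+ T cells. B, myeloid and red cell markers take 0.828%, 0.139% and 0.241% of the naïve counts. All 21 listed markers of these cells exceed 10 CPM in the naïve mean and fall at least 4-fold with activation, and 5 of the 21 are at 10 CPM or more in media. This is consistent with B, myeloid and red cells in the purified naïve samples that are largely lost in culture. The most abundant B cell markers in naïve cells were Ighm (2485 CPM) and Cd74 (2344 CPM). Ighm makes up most of the sum in media (417 to 679 CPM), where Cd74 has 18.1 CPM. Between lactate and media 3 of the 9 B cell markers were called lower (4 when adjusted over the list alone), 0 of 7 myeloid and 0 of 5 red cell markers were called (1 and 0 at an unadjusted p under 0.05), and 1 of 4 CD4+ T cell markers was called higher (Zbtb7b, log2 fold change 0.78, adjusted p = 0.00417).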

How the results depend on the processing

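The tests chosen only after results had been seen were the 2 settings with a correction for GC content and gene length. Under 26 alternatives the number of genes changed by activation ran from 5939 to 9387 in media and from 6948 to 10266 with lactate, each within 1.5 times the count reported. For lactate against media it was 4245 with edgeR's likelihood ratio test (3443 genes shared with the count reported), 4551 with DESeq2 (3440 shared), 3485 with limma voom (3240 shared), 3289 with at least 10 counts in every library, 4607 with the 2 groups alone, 3256 with the block by title number and 3572 with a term for the run. Other scalings gave 3430 to 3446. It moved by more than 1.5 times in 2 settings: an adjusted p of at most 0.05 gave 5461 by its construction, and the fits that each left out 1 library gave 2260 (without media replicate 2) to 4830, where the cause was not tested. The count of 2-fold genes was 48 in the test against a 2-fold change, which is stricter by construction, and 783 (without media replicate 2) to 1489 in the fits that left out 1 library. The share of changed genes that were higher lay between 49.3 and 60.1%, against 55.5% as reported. No scaling moved the median of all genes by more than 0.042 (-0.0418 with total counts).

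Medians of the TCA cycle list and the HIF-1 targets kept their direction under 29 alternatives each. With an estimated correlation they missed the threshold of camera (TCA cycle 0.403 with p = 0.0846, HIF-1 targets -0.575 with p = 0.178). The median of the hyperosmotic genes (0.126) passed only with fry (adjusted p = 0.0279). The glycolysis median, near 0, was negative with DESeq2 (-0.0242), its size factors (-0.0241), upper quartile scaling (-0.0144), total counts (-0.0325), the correction for GC content and gene length (-0.0843), that correction with the donor block (-0.0483) and the further glycolysis genes added (-0.106), and from -0.0241 to 0.0574 when 1 library was left out. Exon length and samples moved the abundances: Hif1a had 217.0 TPM over all 12 samples, naïve cells included, and Nrf1 42.5 TPM with the longest transcript, a shorter length by construction. The correlation of the lactate and activation effects ran from -0.0576 to 0.0114 (without media replicate 2) in the fits that left out 1 library. The cause of these changes was not tested where none is given.

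Among 81 further results (lists and single genes), 2181 values under alternatives were compared: 1983 kept their direction and side of the threshold, 82 missed it where the reported value passed, 68 passed where it did not, and 48 reversed. The donor block changed no call other than those given beside the results. The block by title number, whose numbers do not all follow the donors, left Ifng at an adjusted p of 0.0112. No gene that reversed passed the threshold under an alternative (lowest adjusted p of 0.0609, for Foxj1), and the cause was not tested. Not all reversals were near 0: without media replicate 4, Ahr went from -0.313 to 0.378 and Foxj1 from -0.124 to 0.534. The mitochondrial genome list was negative with DESeq2 (-0.0217), its size factors (-0.0217), limma voom (-0.0062), upper quartile scaling (-0.0195), total counts (-0.0327), the title block (-0.0127) and the run term (-0.0132), and from -0.116 to 0.125 with 1 library left out. Pgam1 was negative with DESeq2 and with its size factors (-0.001 each), total counts (-0.012), the donor block (-0.009), the run term (-0.007), the correction for GC content and length (-0.07) and that with the donor block (-0.091), and from -0.027 to 0.082 with 1 library left out (negative without lactate replicate 3 or 4). Slc2a1 was positive with the donor block (0.062) and the run term (0.009), and from -0.131 to 0.041 with 1 library left out (positive without media replicate 1 or 2 or lactate replicate 1, 3 or 4). Under the correction for GC content and length, and that with the donor block, Hif1a was 0.11 and 0.112, Gfi1 -0.062 and -0.046, and Yy1 0.047 and 0.061. Egr1 was negative with the donor block (-0.093), the run term (-0.076) and the correction with the donor block (-0.104). Foxj1 was positive with limma voom (0.087) and the title block (0.039). With 1 library left out, the range was -0.335 to 0.029 for Hk3 (without media replicate 2), -0.127 to 0.022 for Hif1a (without lactate replicate 2), -0.184 to 0.448 for Egr1 (negative without media replicate 2 or 3 or lactate replicate 3 or 4), -0.428 to 0.534 for Foxj1 (positive without media replicate 4 or lactate replicate 1 or 2) and -0.704 to 0.378 for Ahr (without media replicate 4).

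Genes with low counts limit the data: with at least 10 counts required in every library, Tph1, Tnfrsf11b, Crabp2, Cd7 and Pparg, among others, could not be tested, so they have 26 alternatives in place of 27.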

Differences from the paper's values

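The paper uses 184 genes differentially regulated with lactate, and here 3451 genes passed an adjusted p of at most 0.01. The alternatives set before the data were examined gave 2260 to 5461 genes, and none of them closed the gap. Among genes changed at least 2-fold, the test against a 2-fold change gave 48.

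For Aldoa the log2 fold change was -0.394, against about -0.6 in Fig. 2B, read by eye. Under the alternatives set before the data were examined it ran from -0.451 to -0.301, and none closed the gap. A second gene with the symbol Aldoa (ENSMUSG00000114515) had -0.60.

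On the scale of -log10 adjusted p, Prf1 had 4.10 here and about 15 in Fig. 1J, read by eye, Eomes 3.11 and about 6.5 in Fig. 1J, and Ifng 2.62 and about 4.7 in Fig. 1J. Of the alternatives set before the data were examined, edgeR's likelihood ratio test (15.4, 6.52 and 4.76 for Prf1, Eomes and Ifng) and DESeq2 (17.8, 6.68 and 4.62) have values within 1.5 times the paper's. For Ifng the fit without naïve replicate 4 gave 3.20, just within 1.5 times the paper's value and still below it. The other alternatives did not close the gap, and the whole range was 3.32 to 17.8 for Prf1, 2.42 to 6.68 for Eomes and 1.95 to 4.76 for Ifng. The legends of Fig. 1J, 2A and 2B name Student's test with an adjustment, while the methods name edgeR's linear models.

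Fig. 1J places Icos and Gzmb above its line for the adjusted p, and here their values were 0.0249 and 0.0261. Icos passed the threshold with edgeR's likelihood ratio test (0.00722), DESeq2 (0.00836), the 2 groups alone (0.00300), the title block (0.00148), the donor block (0.000309), the run term (0.000572) and without naïve replicate 4 (0.00206), all set before the data were examined, and with the correction for GC content and gene length and the donor block (3.1e-05), chosen after seeing the values. Gzmb passed it with edgeR's likelihood ratio test (0.00749), limma voom (0.00249), the 2 groups alone (7.61e-05), the donor block (0.000168) and without naïve replicate 3 (0.00151) or 4 (0.00324), and with the added correction and donor block (1.45e-05), chosen after seeing the values.

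Fig. 2B places Slc2a3, Pdk1 and Hk1 above its line, and here their adjusted p was 0.0129, 0.0237 and 0.0123. All 3 passed with edgeR's likelihood ratio test (0.00344, 0.00874 and 0.00668), DESeq2 (0.00107, 0.00416 and 0.00409), the 2 groups alone (0.00113, 0.00157 and 0.00148), without naïve replicate 4 (0.000652, 0.00175 and 0.00171), and the correction for GC content and gene length with the donor block (0.00141, 0.00370 and 0.000618), the last chosen after seeing the values. Slc2a3 also passed with limma voom (0.00801), DESeq2's size factors (0.00899), total counts (0.00888) and the donor block (0.00200), Pdk1 with the donor block (0.00213), and Hk1 without naïve replicate 3 (0.00665) and with the correction for GC content and length alone (0.00342), also chosen after seeing the values. Aldoa lies below the line in Fig. 2B, and here its adjusted p was 0.00862.

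The paper gives transcript levels in TPM. On the scale of CPM over all 12 samples, the values here were 385 for Hif1a and 64.9 for Nrf1, close to the 388 and 64 the paper gives, while in TPM over the 8 activated samples they were 282 and 22.2. The number of abundant genes raised by lactate was 715, against the paper's 685. Over 29 alternatives it ran from 493 to 976, and the donor block, which the paper does not state, gave 685. With edgeR's likelihood ratio test, whose adjusted p lay near those of Fig. 1J, it was 783. An equal count does not show which setting the paper used.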

Other observations

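The list of hyperosmotic genes and its test were planned, but which value would speak for or against an osmotic response was set only after the result had been seen.

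The groups were compared with other splits of the same 8 samples into 4 and 4. For lactate against media, 1 of the 35 splits gave as many as 3451 genes, the real one. The others gave 0 genes at an adjusted p of at most 0.01, with 20 to 2650 genes at an unadjusted p under 0.05 against 6639 for the real split. Among the 7 other splits that part the 3 pairs of libraries from one donor, the highest count at an unadjusted p under 0.05 was 1817. For media against naïve cells 1 of 35 splits gave as many as 7915 genes, and the others gave 0, with 37 to 2859 genes at an unadjusted p under 0.05 against 9727. For lactate against naïve cells it was 1 of 35 splits for 8944 genes, and the others gave 0, with 22 to 2952 genes against 10498.

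As the control was plain media, the sodium of the sodium lactate could act through osmolarity. Of 9 hyperosmotic response genes 6 were higher and 3 lower, with a median log2 fold change of 0.13 (0.044 to 0.42 over 28 alternatives, from 0.060 without media replicate 1 to 0.24 without lactate replicate 2). Camera gave an adjusted p of 0.290, fry of 0.0279, and the estimated correlation p = 0.373. Akr1b3 (log2 fold change 0.68, adjusted p = 0.000506) and Slc6a6 (0.81, 0.000953) were called higher, over all genes and when adjusted over the list alone, and their samples did not overlap (2.86% of genes by chance, 44.7% of all tested genes). The 3 lower genes were Hspa4l and the heat shock genes Hspa1a and Hspa1b. The 6 higher genes were Akr1b3, Slc6a6, Slc5a3, Slc38a2, Sgk1 and Nfat5. The median and the list test over all 9 genes thus mix both directions and do not speak against an osmotic response. An osmotic response of part of the list and an effect of lactate cannot be told apart, since no library had equimolar sodium chloride.

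The hypothesis that lactate partly reverses the activation change was tested by correlating the log2 fold changes of both across 13767 genes. A shared media group biases this correlation: it was -0.0328, and 50 simulations without a lactate effect on these genes gave -0.0865 to -0.0421 (mean -0.0693). With the 4 media samples split 2 and 2 between the comparisons, the 6 ways gave a mean of -0.0144, from -0.0922 to 0.0595, with 3 of 6 below 0, against -0.0158 to 0.0228 in simulations. A reversal predicts a negative value in all 6, so a general reversal is unlikely.

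The cell cycle list of 20 genes had a median log2 fold change of 0.22 (0.17 to 0.27 over 28 alternatives), with 14 higher and 6 lower, 3 called over all genes and 2 when adjusted over the list alone (camera adjusted p = 0.208, fry 0.153, estimated correlation p = 0.613). The 6 lower genes were Mki67, Top2a, Ccnb2, Ccna2, Bub1 and Aurkb. Among the 14 higher genes were all listed Mcm genes, Pcna, Rrm2, Tk1, Ccne1 and Cdc6, so the median mixes both directions. The 10 TCA cycle genes outside Fig. 2A had a median of 0.38, with 9 higher and 1 lower, 4 called higher and 5 when adjusted over the list alone (camera adjusted p = 0.0459, fry 0.000914, estimated correlation p = 0.2002). The 7 glycolysis genes outside Fig. 2B had a median of -0.11 (-0.25 without media replicate 2, -0.21 without lactate replicate 4), with 1 higher and 6 lower and 0 called either way, or 3 at an unadjusted p under 0.05 (camera adjusted p = 0.367, fry 0.0731). Together with the genes of Fig. 2B, the glycolysis median was -0.106.

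Among transcripts for lactate transport and conversion, Slc16a1 had 84.6, 159 and 224 CPM in naïve cells, media and lactate, Slc16a3 9.82, 422 and 392 CPM, Ldha 306, 2671 and 3659 CPM, and Ldhb 7.56, 8.71 and 8.08 CPM. Slc16a3 (log2 fold change -0.11, adjusted p = 0.410) and Ldhb (-0.11, 0.732) were not called between lactate and media, and the sign of Ldhb turned in a fit that left out 1 library (0.0055). Slc16a7 had 6.10 CPM in naïve cells and 0.146 and 0.280 CPM after activation.

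The paper reports protein levels by flow cytometry against equimolar sodium chloride, which the RNA-seq data lack. Transcripts of these proteins, in media and with lactate, were 249 and 182 CPM for Cd44, 661 and 489 CPM for Ctla4, 882 and 798 CPM for Tnfrsf9 and 41.2 and 53.5 CPM for Tbx21. The protein data were not analysed here.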
